# GDF15 is a heart‐derived hormone that regulates body growth

**DOI:** 10.15252/emmm.201707604

**Published:** 2017-06-01

**Authors:** Ting Wang, Jian Liu, Caitlin McDonald, Katherine Lupino, Xiandun Zhai, Benjamin J Wilkins, Hakon Hakonarson, Liming Pei

**Keywords:** body growth, failure to thrive, GDF15, heart disease, heart‐derived hormone, Cardiovascular System, Metabolism

## Abstract

The endocrine system is crucial for maintaining whole‐body homeostasis. Little is known regarding endocrine hormones secreted by the heart other than atrial/brain natriuretic peptides discovered over 30 years ago. Here, we identify growth differentiation factor 15 (GDF15) as a heart‐derived hormone that regulates body growth. We show that pediatric heart disease induces GDF15 synthesis and secretion by cardiomyocytes. Circulating GDF15 in turn acts on the liver to inhibit growth hormone (GH) signaling and body growth. We demonstrate that blocking cardiomyocyte production of GDF15 normalizes circulating GDF15 level and restores liver GH signaling, establishing GDF15 as a *bona fide* heart‐derived hormone that regulates pediatric body growth. Importantly, plasma GDF15 is further increased in children with concomitant heart disease and failure to thrive (FTT). Together these studies reveal a new endocrine mechanism by which the heart coordinates cardiac function and body growth. Our results also provide a potential mechanism for the well‐established clinical observation that children with heart diseases often develop FTT.

## Introduction

A central question in physiology is how different organs communicate with each other to maintain whole‐organism homeostasis. The classical endocrine system is well documented for its essential role in inter‐organ communication. In addition, research in the past 20 years has revealed that certain non‐glandular organs including adipose tissue, liver, skeletal muscle, intestine, and bone have secondary endocrine functions and secrete various hormones that regulate whole‐body metabolism (Zhang *et al*, 1994; Deng & Scherer, 2010; Potthoff *et al*, 2012; Stefan & Haring, 2013; Liu *et al*, 2014; Wang *et al*, 2015a; Gribble & Reimann, 2016; Karsenty & Olson, 2016). In contrast, little is known regarding heart‐derived hormones besides atrial natriuretic peptide (ANP) and brain natriuretic peptide (BNP) discovered more than 30 years ago (de Bold, 1985; Frohlich, 1985; Karsenty & Olson, 2016). Cardiac synthesis and secretion of ANP and BNP are increased in various heart diseases, and plasma level of BNP is used clinically to diagnose heart failure (Yancy *et al*, 2013). ANP and BNP in turn signal to target tissues such as kidneys and vascular smooth muscles and increase natriuresis (excretion of sodium in the urine) and decrease blood pressure, reducing the burden on the distressed heart. Identification of new heart‐derived hormones and study of their biological functions will significantly advance our understanding of cardiac biology and whole‐organism homeostasis.

Failure to thrive refers to poor physical growth of children, typically evaluated by height and body weight gain. FTT is seen in 5–10% of children in the U.S. primary care settings (Cole & Lanham, 2011). It is well established that pediatric heart diseases such as congenital heart disease often cause FTT, but the underlying mechanism is poorly understood (Menon & Poskitt, 1985; Poskitt, 1993; Forchielli *et al*, 1994; Nydegger & Bines, 2006). Intriguingly, FTT associated with pediatric heart disease often features lower circulating insulin‐like growth factor 1 (IGF1) and IGF binding protein 3 (IGFBP3) levels (Barton *et al*, 1996; Dinleyici *et al*, 2007; Surmeli‐Onay *et al*, 2011; Peng *et al*, 2013). GH‐IGF1 signaling is a dominant mechanism regulating postnatal mammalian growth (Pilecka *et al*, 2007; Baik *et al*, 2011; Savage *et al*, 2011; Rotwein, 2012; Milman *et al*, 2016). GH secreted from the pituitary signals to the liver to stimulate the production of IGF1, IGFBP3, and IGFBP acid‐labile subunit (IGFALS) via the JAK2‐STAT5 pathway. Circulating IGF1 forms a ternary complex with IGFBP3 and IGFALS and is a major mediator of GH's effect on mammalian postnatal body growth (Czech, 1989; Pilecka *et al*, 2007; Baik *et al*, 2011; Savage *et al*, 2011; Rotwein, 2012). Mutations of almost every gene in this pathway cause severe to mild growth inhibition in humans and animals.

GDF15 (also known as MIC‐1, NAG‐1, PLAB, or PTGFB) is a distant member of the transforming growth factor beta (TGFβ) family of secreted proteins with pleiotropic functions (Bootcov *et al*, 1997; Yokoyama‐Kobayashi *et al*, 1997; Paralkar *et al*, 1998; Bottner *et al*, 1999; Fairlie *et al*, 1999; Baek *et al*, 2001; Johnen *et al*, 2007; Unsicker *et al*, 2013). GDF15 has been shown to have a local cardioprotective role (Kempf *et al*, 2006; Xu *et al*, 2006), presumably due to its autocrine/paracrine function. Plasma GDF15 was found elevated in various heart diseases in many independent biomarker studies and in animal models (Wollert & Kempf, 2012; Baggen *et al*, 2017; Wollert *et al*, 2017). However, the organ source and biological function of increased circulating GDF15 in heart disease are little known.

Estrogen‐related receptor alpha (ERRα) and gamma (ERRγ) are important transcriptional regulators of cellular metabolism especially mitochondrial functions (Huss & Kelly, 2005; Giguere, 2008; Villena & Kralli, 2008). Using cardiomyocyte‐specific Myh6‐Cre, we recently generated mice lacking *ERRα* and cardiac *ERRγ* (αKOγKO mice; genotype is *ERRα* ^−/−^ *ERRγ* ^flox/flox^ *Myh6‐Cre* ^+^). Control mice and those lacking *ERRα* or cardiac *ERRγ* alone exhibited normal cardiac metabolism and function, overall health and survival (Wang *et al*, 2015b). In contrast, αKOγKO mice developed lethal dilated cardiomyopathy and heart failure soon after birth (median life span of 14–15 days), featuring metabolic, contractile, and conduction dysfunctions. These results demonstrated that ERRα and ERRγ are essential for maintaining normal cardiac metabolism and function. Intriguingly, although loss of both *ERRα* and *ERRγ* occurred exclusively in cardiomyocytes (Wang *et al*, 2015b), αKOγKO mice exhibited secondary FTT as often observed in children with pediatric heart disease. Using these αKOγKO mice as a model of primary pediatric cardiomyopathy with secondary FTT, here we identify GDF15 as a heart‐derived hormone that inhibits pediatric body growth. We show that GDF15 is both sufficient and required for inhibition of liver GH signaling in FTT associated with pediatric heart disease. In addition, we find that children with concomitant heart disease and FTT have elevated plasma GDF15. These results uncover a new endocrine mechanism by which the heart coordinates cardiac function and body growth. Our results also reveal a potential underlying mechanism of FTT associated with pediatric heart disease.

## Results

### Cardiac αKOγKO mice exhibit FTT with impaired liver GH signaling

Both male and female αKOγKO mice were significantly slower at gaining weight (slope of the weight curve) and were visibly smaller and shorter (height) from 5 to 7 days of age (Fig 1A and B, and data not shown), despite that weighing similar to controls around birth suggests little preterm growth defects. We hereafter chose body weight over bone or body length to determine body growth because body weight can be more accurately measured (0.01 gram precision with digital scale). Most internal organs except the heart of αKOγKO mice showed decreased absolute weight but maintained same relative weight (Appendix Fig S1A), indicating FTT‐like whole‐body growth inhibition rather than organ‐specific developmental defects. We therefore used αKOγKO mice as a model to investigate the mechanism of FTT associated with pediatric heart disease.

**Figure 1:**
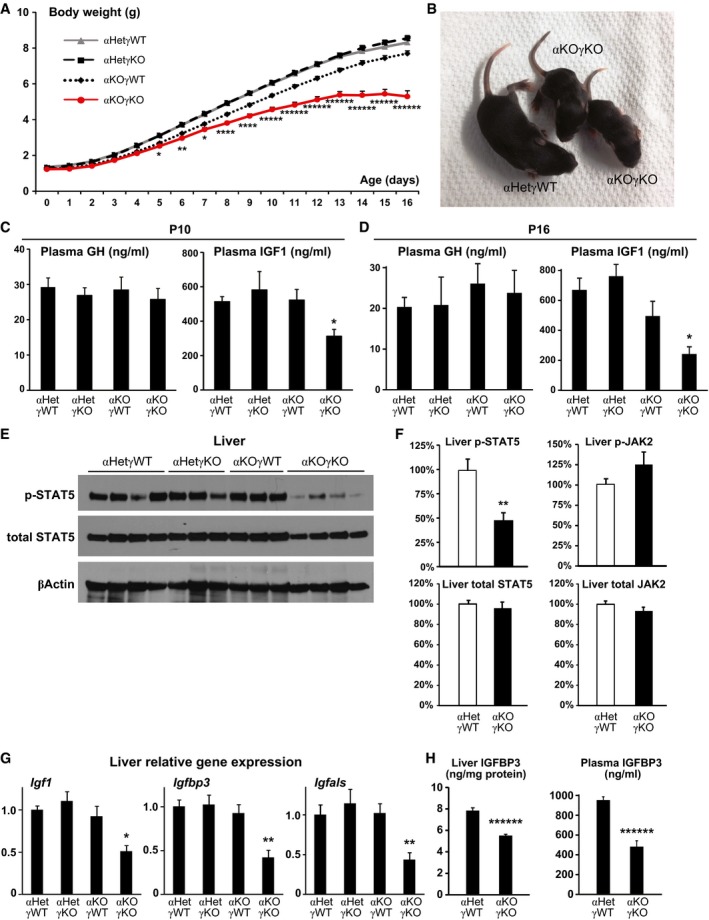
Cardiac αKOγKO mice exhibit FTT with impaired liver GH signaling ADaily body weight of αKOγKO and littermate control mice. *n* = 55–145 mice per group with both genders included.BRepresentative picture of 10‐day‐old αKOγKO and littermate control αHetγWT mice.C, DPlasma GH and IGF1 concentrations in 10‐ (C, *n* = 7–10 mice per group) and 16‐day‐old mice (D, *n* = 9–11 mice per group) measured by ELISA.EPhosphorylated (Tyr694) and total STAT5 in 10‐day‐old mouse livers determined by Western blot (*n* = 3–4 mice per group). β‐Actin serves as a loading control.FRelative levels of phosphorylated and total STAT5 and JAK2 in 13‐day‐old mouse livers (normalized to total protein content of individual mouse liver) were quantified by ELISA (*n* = 13 mice per group).GExpression of STAT5 target genes *Igf1*,* Igfbp3,* and *Igfals* in 10‐day‐old mouse livers measured by qPCR (*n* = 7–8 mice per group).HLiver (normalized to total protein content, *n* = 15–16 mice per group) and plasma (*n *= 9–10 mice per group) IGFBP3 concentrations in 13‐day‐old mice measured by ELISA.Data information: *P < 0.05, **P < 0.01, ****P < 0.0001, *****P < 0.00001, and ******P < 0.000001 between αKOγKO and all other control genotypes by *t*‐test. All values are mean + s.e.m. Source data are available online for this figure.

The reduced body growth (about 30% less body weight) in αKOγKO mice is similar to that seen in animal and humans with defective GH‐IGF1 signaling (Cui *et al*, 2007; Baik *et al*, 2011; Savage *et al*, 2011; Rotwein, 2012). We therefore measured their plasma GH and IGF1 concentrations. We found that αKOγKO mice had normal plasma GH (Fig 1C and D). In addition, expression of *Gh* in the pituitary and GH‐releasing hormone (*Ghrh*) in the hypothalamus remained unchanged, indicating normal GH production and secretion (Appendix Fig S1B). Hypothalamic expression of appetite‐regulating neuropeptide Y (*Npy*) and pro‐opiomelanocortin (*Pomc*) was not changed either (Appendix Fig S1B). In contrast, plasma IGF1 level in αKOγKO mice was significantly decreased across multiple ages and was about 70% lower than controls by 16 days of age (Fig 1C and D). Normal plasma GH but significantly decreased IGF1 suggests that impaired liver GH signaling underlies FTT in αKOγKO mice. We therefore next examined the key components of liver GH signaling in αKOγKO mice. STAT5 phosphorylation was significantly reduced in αKOγKO mouse livers (Fig 1E and F, and Appendix Fig S1C) while upstream JAK2 phosphorylation remained unchanged (Fig 1F). Moreover, expression of STAT5 target genes *Igf1*,* Igfbp3,* and *Igfals* was all significantly decreased in αKOγKO mouse livers (Fig 1G). These result in reduced production and secretion of IGFBP3 (Fig 1H) in addition to IGF1 (Fig 1C and D). These results demonstrate that liver GH resistance underlies FTT in αKOγKO mice.

### Circulating factors mediate impaired liver GH signaling in cardiac αKOγKO mice

In our αKOγKO mouse model, loss of both *ERRα* and *ERRγ* is restricted to cardiomyocytes, which was confirmed by unchanged *ERRγ* expression in every other tissue examined (Wang *et al*, 2015b). In addition, only αKOγKO mice exhibit primary pediatric cardiomyopathy and secondary FTT, while control littermates including *ERRα* KO mice retain normal cardiac function and liver GH signaling (Fig 1C–E and G). We asked how primary cardiac genetic defects affected liver GH signaling and caused secondary FTT. We considered the possibility that the heart was communicating its functional status to the liver via nervous or endocrine mechanisms. Unfortunately, the severe cardiomyopathy and early postnatal lethality (median life span of 14–15 days) in αKOγKO mice prevented us from using surgical procedures such as vagectomy or parabiosis to investigate these possibilities. As an alternative approach to test a potential endocrine mechanism, we treated wild‐type (WT) mouse primary hepatocytes with plasma from αKOγKO or control littermate αHetγWT mice. Although αKOγKO mouse plasma contained the same amount of GH (Fig 1C and D, and Appendix Fig S2), it induced significantly less STAT5 phosphorylation in WT hepatocytes (Fig 2A), recapitulating *in vivo* observations (Fig 1E and F, and Appendix Fig S1C). This suggests that the αKOγKO mouse plasma contains altered amount of specific factors that regulate endogenous hepatocyte GH signaling.

**Figure 2:**
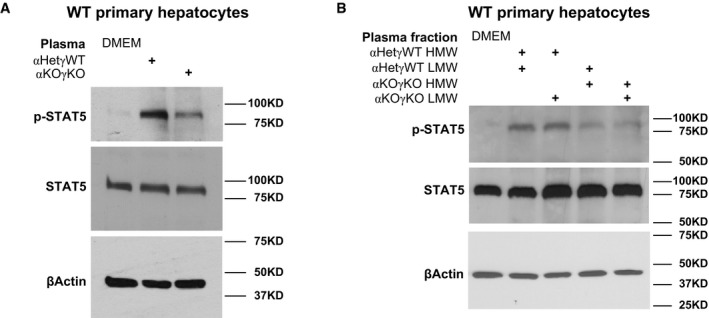
Circulating factors mediate impaired liver GH signaling in cardiac αKOγKO mice A, BPhosphorylated and total STAT5 in WT mouse primary hepatocytes treated with DMEM (control), 50% plasma in DMEM (A), or 50% plasma fractions in DMEM (B) for 1 h were determined by Western blot. β‐Actin is used as loading control in all Western blots. Source data are available online for this figure.

To determine the chemical nature of such circulating factors, we used size fractionation to separate plasma into high molecular weight (HMW, > 3 KD) and low molecular weight (LMW, < 3 KD) fractions. We then recombined different HMW and LMW fractions of the littermate control αHetγWT and αKOγKO mouse plasma to treat WT mouse hepatocytes (Fig 2B). Reconstituted αKOγKO HMW and LMW fractions recapitulated its inhibitory effect on GH signaling. Intriguingly, αKOγKO HMW and αHetγWT LMW combination also inhibited STAT5 phosphorylation (behaving as the αKOγKO plasma). In contrast, αHetγWT HMW and αKOγKO LMW combination had no effect on STAT5 phosphorylation (behaving as the αHetγWT plasma). This result suggests that the putative GH signaling regulating factors exist in the HMW fraction of αKOγKO mouse plasma and are therefore most likely proteins rather than small chemicals or cellular metabolites.

### GDF15 is a candidate heart‐derived hormone that inhibits liver GH signaling and body growth

We employed two independent, unbiased strategies aiming to identify such heart‐derived circulating factors that impact pediatric body growth. We used SOMAscan, an aptamer‐based multiplexed proteomic platform which measures relative levels of more than 1,000 plasma proteins at one time (Gold *et al*, 2010), to identify proteins with altered plasma concentrations in the αKOγKO mice (Appendix Table S1). IGF1 appeared as the top decreased plasma protein in the SOMAscan assay, validating the power of this approach. To take account of proteins not covered by SOMAscan, we also performed RNA‐Seq in αKOγKO and littermate control mouse hearts and identified genes with altered cardiac expression that encode secreted proteins (Chen *et al*, 2005; Appendix Table S2). 

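Heart RNA of 16-day-old mice was sequenced in 2 libraries per genotype, each made from pooled hearts. Esrra, which encodes ERRα, gave 2962 and 3165 reads in αHetγWT, 2978 and 3483 in αHetγKO, 119 and 84 in αKOγWT and 118 and 136 in αKOγKO. Esrrg, which encodes ERRγ, gave 1070, 1055, 1174, 1486, 1388, 1193, 3012 and 3461 reads in the same order of libraries. Its log2 fold change in αKOγKO over αHetγWT was 1.18 ± 0.09 (SE, n = 2 libraries each, edgeR adjusted p = 2.3e-05). Counts over the whole gene do not show whether an exon is missing, so Esrrg does not check the γKO labels.

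In αKOγKO hearts, 3127 of 15076 tested genes were higher and 3237 lower than in αHetγWT hearts (edgeR quasi-likelihood test, Benjamini-Hochberg threshold 0.05). Among the largest rises were the long noncoding RNA 4833412C05Rik (log2 fold change 7.38 ± 0.41, SE), Grin2c, a glutamate receptor subunit (6.16 ± 0.21), and Nmrk2, a nicotinamide riboside kinase of muscle (5.33 ± 0.42). Among the largest falls were Lrtm1 (-5.36 ± 0.26), Lrrc15 (-4.59 ± 0.19) and Nr0b2, a nuclear receptor that represses transcription (-4.16 ± 0.16). With limma on log2(RPKM + 1) the values of 4833412C05Rik, Grin2c, Lrtm1, Lrrc15 and Nr0b2 were 4.74, 4.56, -3.96, -2.88 and -2.81, and against the mean of the 3 control genotypes 4833412C05Rik, Grin2c and Lrtm1 were at 6.42, 4.97 and -4.46. With limma, 4168 genes were higher and 2424 lower, and with array weights 3580 were higher and 2095 lower. Without αHetγWT replicate 1, 4241 genes passed.

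The paper lists the 33 genes of Appendix Table S2 as encoding secreted proteins. The study chose them on these samples, so their direction is not independent evidence. The row named Cdt1 holds the values of Tnfrsf12a, and Cdt1 was counted here by its own reads. The 26 listed as higher rose and the 7 listed as lower fell, both over all genes tested and adjusted over the list alone. Examples are Ctgf, a matrix-associated growth factor (3.58 ± 0.18), Bmp10, a growth factor of the atria and the developing heart (1.20 ± 0.19), and Vegfb, a vascular growth factor (-1.43 ± 0.08). The weakest call was Sfrp5, an inhibitor of Wnt signals (-1.66 ± 0.41, edgeR adjusted p = 0.0117), which no longer passed without αHetγWT replicate 1 (adjusted p = 0.074) and was -2.31 without αKOγKO replicate 2 and -1.04 with limma on log2(RPKM + 1). The paper reasons that RNA-Seq covers proteins that SOMAscan leaves out, and takes these genes as candidates for circulating factors made by the heart.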

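Genes of mitochondrial energy metabolism fell together in αKOγKO hearts. All 36 measured genes of respiratory complex I, all 42 of complexes II to V and all 21 of the TCA cycle fell, with median log2 fold changes against αHetγWT of -1.44, -1.51 and -1.62, and 28 of 29 genes of fatty acid oxidation fell (median -1.44). Examples are Idh3b (-2.31 ± 0.09, SE), Ndufa5 (-2.06 ± 0.07), Cox6c (-1.96 ± 0.07) and Etfa (-1.90 ± 0.08). The exception, Cpt1a, the liver form of carnitine palmitoyltransferase, rose (0.37 ± 0.07) and was picked out after its value was seen. The camera test was run on the counts with their estimated dispersions. With a preset correlation of 0.01 it gave adjusted p values of 4.29e-66, 1.41e-78, 3.78e-54 and 6.65e-34 for these lists, and adjusted p = 0.069 for each with an estimated correlation. Genes of energy transfer fell in 9 of 12 cases, with 1 rise, among them the adenylate kinase Ak1 (-2.03 ± 0.11). Of 16 genes of mitochondrial biogenesis, 2 rose and 11 fell, among the latter Mfn1, which fuses mitochondria (-2.08 ± 0.07), and Ppara, a nuclear receptor of lipid use (-1.79 ± 0.09). Of 10 mitochondrial chaperones and proteases 1 rose and 8 fell, among the latter Clpp (-0.88 ± 0.08). For these lists camera gave adjusted p = 7.74e-06, 7.97e-06 and 0.000344, and adjusted p = 0.164, 0.069 and 0.206 with an estimated correlation.

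Contractile and electrical genes went down less evenly. Of 18 sarcomere genes 10 fell and 3 rose, with the cardiac troponin Tnni3 at -1.63 ± 0.08. Of 18 calcium handling genes 12 fell and 4 rose, with Hrc, a calcium-binding protein of the sarcoplasmic reticulum, at -2.18 ± 0.10. Of 22 ion channel and conduction genes 14 fell and 1 rose, with the pacemaker channel Hcn2 at -2.08 ± 0.09. Adjusted p values from camera were 0.00887, 0.0041 and 8.33e-05, and adjusted p = 0.528, 0.301 and 0.234 with an estimated correlation. Adjusted over the list alone, 12 genes fell and 3 rose in the sarcomere list, 12 fell and 5 rose in the calcium handling list, and 9 fell and 2 rose in the energy transfer list. No list call held with an estimated correlation.

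Several groups rose. Genes of heart failure and the fetal programme rose in 11 of 18 cases and fell in 2, with Ankrd1, a stress-induced muscle protein, at 3.01 ± 0.17 (2.35 against the mean of the 3 control genotypes). Of 15 genes on a list of TGF-beta and YAP targets, which also holds the ligands Tgfb1, Tgfb2 and Tgfb3, 11 rose. Of 30 genes of extracellular matrix and fibroblast activation 27 rose, with the matrix protein Cilp at 3.50 ± 0.32 (2.86 without αKOγKO replicate 1). Of 24 cell cycle genes 22 rose, with the replication helicase genes Mcm5 at 1.35 ± 0.16 and Mcm3 at 1.10 ± 0.15. In the integrated stress response 16 of 27 genes rose and 3 fell, with Psat1, an enzyme of serine synthesis, at 3.17 ± 0.16 and the regulator Atf4 at 0.71 ± 0.08. Of 17 p53 targets 9 rose and 3 fell, with the cyclin-dependent kinase inhibitor Cdkn1a at 0.76 ± 0.07. In this order camera gave adjusted p = 8.35e-06, 5.85e-08, 5.45e-11, 3.08e-06, 0.000437 and 0.0156, and adjusted p = 0.164, 0.109, 0.403, 0.461, 0.301 and 0.164 with an estimated correlation. Adjusted over the list alone, 12, 11, 28, 23, 17 and 9 genes of these lists rose, and 4 of the integrated stress response fell. Without genes of Appendix Table S2, 8 of 15 genes of heart failure and the fetal programme rose and 2 fell (median 0.35, camera adjusted p = 0.0156). Of the genes on the TGF-beta and YAP list 8 of 12 then rose (median 0.55, camera adjusted p = 8.83e-05).

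Markers of other cell types moved as well. Endothelial markers fell in 10 of 15 cases and rose in 1, with the water channel Aqp1 at -1.72 ± 0.10 and the receptor Tie1 at -1.02 ± 0.09 (camera adjusted p = 0.000466, and adjusted p = 0.244 with an estimated correlation), and adjusted over the list alone 12 fell and 2 rose. Fibroblast markers rose in 7 of 12 cases and fell in 1, with Tcf21 at 1.12 ± 0.13 (camera adjusted p = 0.0391, and adjusted p = 0.63 with an estimated correlation). That call was lost without αHetγWT replicate 1 (adjusted p = 0.063) or αKOγKO replicate 1 (adjusted p = 0.103), and without the 1 gene that is also in Appendix Table S2 (11 genes, adjusted p = 0.0998). Macrophage markers rose in 5 of 15 cases and in 1 when adjusted over the list alone, with Lgals3 at 2.11 ± 0.11 (camera adjusted p = 0.0239, and adjusted p = 0.71 with an estimated correlation), and the call was lost with fry (adjusted p = 0.114) and without αKOγKO replicate 1 (adjusted p = 0.41).

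The pair of αKOγKO libraries differed. Xist, the RNA that coats the inactive X chromosome of females, gave 7142 reads in replicate 1 and 6 to 14 reads in every other library. Replicate 1 was higher than replicate 2 by a median log2 difference of 0.91 for the extracellular matrix list, 0.64 for the cell cycle list, 0.44 for the integrated stress response list and 0.75 for macrophage markers. Replicate 2 held 12840 reads of the immediate-early gene Fosb and 15676 of Fos, against 115 and 484 in replicate 1. Fosb and Fos passed the test with log2 fold changes of 6.95 ± 1.78 and 5.21 ± 1.32, which were 1.17 and 1.18 without replicate 2. Both calls were lost without either αHetγWT library (adjusted p = 0.0984 and 0.0878 for Fosb, 0.0933 and 0.0842 for Fos) and with limma on log2(RPKM + 1) (adjusted p = 0.108 and 0.0619).

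**Figure D1:**
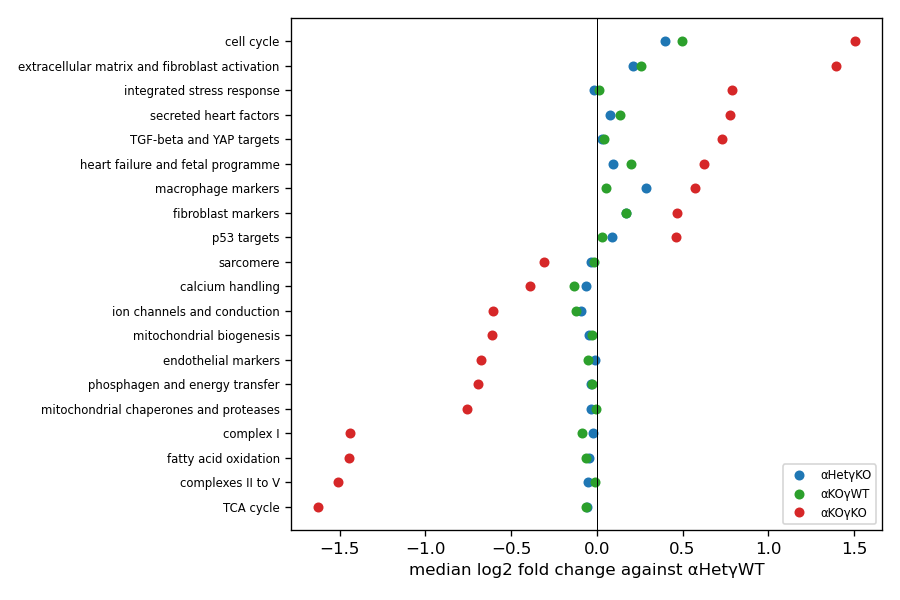
Median log2 fold change against αHetγWT of the fixed gene lists that passed the camera test in αKOγKO with the preset correlation, for each of the other genotypes. No list passed with an estimated correlation.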

We combined the candidates obtained from both approaches and focused on genes that showed significantly higher expression in the heart than in other tissues such as the liver (by qRT–PCR). 

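In 800 genes measured both in plasma by SOMAscan (Appendix Table S1) and in cardiac RNA, no difference was detected in how often cardiac mRNA rose between raised plasma proteins and the others. Of 20 genes with the paper's plasma fold over 1.5 and the paper's p under 0.05, 6 rose in αKOγKO hearts: Hspa1a, a heat shock protein, Igf1r, the IGF1 receptor, Snx4, Tnfrsf12a, the TWEAK receptor, Vwf, the endothelial von Willebrand factor, and Wfikkn2. Of the other 780 genes 208 rose (30.0% against 26.7%, odds ratio 1.18, two-sided Fisher's exact test p = 0.799). The odds ratio was 4.15 (exact p = 0.122) for proteins with a plasma fold over 2, 1.94 without αHetγWT replicate 1 and 1.85 without αHetγWT replicate 2. Of 12 genes, from 11 rows of that table, with the paper's plasma fold under 0.67 and the paper's p under 0.05, 2 fell in the heart, the muscle creatine kinase Ckm (-0.73 ± 0.07, SE) and the junction protein Jam2 (-0.67 ± 0.10), and 141 of the other 788 fell (odds ratio 0.918, two-sided Fisher's exact test p = 1). Ckm and Ckb both enter through the row of their heterodimer, while the rows of each protein alone were not among the lowered. That odds ratio was 2.22 without αHetγWT replicate 2, with an exact p = 0.205, 1.38 without αHetγWT replicate 1, 1.06 without αHetγKO replicate 1, above 1 too without αHetγKO replicate 2, 1.39 without αKOγKO replicate 1 and 1.15 at a plasma fold under 0.5. Cardiac Igf1 mRNA had a log2 fold change of 0.20 ± 0.17 (edgeR adjusted p = 0.386). Hspa1a, Snx4, Vwf, Wfikkn2 and Jam2 were picked out after their values were seen.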

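Both natriuretic peptide genes rose in αKOγKO hearts. Nppb, which encodes BNP, had a mean of 76.7 ± 3.28 RPKM (SD, n = 2 libraries) in αHetγWT and 1673 ± 395 RPKM in αKOγKO, a log2 fold change of 4.33 ± 0.34 (SE, edgeR adjusted p = 2.31e-05). Nppa, which encodes ANP, went from 2467 ± 218 to 21275 ± 1282 RPKM, a log2 fold change of 2.98 ± 0.26 (edgeR adjusted p = 3.95e-05). In αHetγKO hearts Nppb was at 117 ± 6.76 RPKM and in αKOγWT hearts at 153 ± 75.9 RPKM, and neither passed the test against αHetγWT (edgeR adjusted p = 0.992 and 0.191), but Nppb passed in αKOγWT hearts without αKOγWT replicate 1 (adjusted p = 0.0252). The effect of ERRγ loss differed between αKO and αHet hearts for both genes, by 2.73 ± 0.43 for Nppb and 2.18 ± 0.34 for Nppa on the log2 scale (edgeR interaction, adjusted p = 0.00317 and 0.00312).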

In case of proteins with similar sequence/structure/functions such as BNP and ANP, we chose to prioritize testing one of them (e.g., BNP) first. 

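Of the genes Gdf15, Thbs4, Nppb, Tnfrsf12a, Igf1r, Sema3b, Gpc3 and Igfbp1, 6 rose in αKOγKO hearts against αHetγWT, both over all genes tested and adjusted over the list alone. The study chose them in part on these samples, so their direction is not independent evidence. Gdf15, a stress-induced member of the TGF-beta family, gave 15 and 33 reads in αHetγWT, 40 and 33 in αHetγKO, 47 and 48 in αKOγWT, and 2106 and 783 in αKOγKO, a log2 fold change of 5.49 ± 0.55 (SE, edgeR adjusted p = 9.6e-05). Without αKOγKO replicate 1 its value was 4.58, without αHetγWT replicate 2 it was 6.14 and with limma on log2(RPKM + 1) it was 4.28. Thbs4, a matrix glycoprotein, rose by 4.60 ± 0.20 (3.86 against the mean of the 3 control genotypes), Tnfrsf12a by 1.97 ± 0.22, Igf1r by 1.28 ± 0.07 and the semaphorin gene Sema3b by 1.07 ± 0.13. Gpc3, a cell-surface proteoglycan, was at 10.0 ± 0.0648 RPKM (SD) in αHetγWT and 12.8 ± 1.45 RPKM in αKOγKO, with a log2 fold change of 0.23 ± 0.15 (edgeR adjusted p = 0.272). Igfbp1, which encodes an IGF-binding protein, had at most 12 reads in any library and was not tested.

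In αHetγKO hearts none of the 7 tested genes passed, and in αKOγWT hearts Thbs4 (edgeR adjusted p = 0.0313) and Igf1r (0.42 ± 0.07, adjusted p = 0.0215) rose. Neither passed with limma on log2(RPKM + 1) or without αHetγWT replicate 1, αHetγWT replicate 2, αHetγKO replicate 1, αHetγKO replicate 2 or αKOγWT replicate 1, and Igf1r also failed with array weights and without αKOγWT replicate 2. With the DESeq2 Wald test Thbs4 rose in αHetγKO hearts too, and without αKOγWT replicate 1 Nppb rose in αKOγWT hearts (adjusted p = 0.0252). The effect of ERRγ loss was larger in αKO than in αHet hearts for the 6 genes that rose, by 4.01 ± 0.85 for Gdf15 (edgeR interaction, adjusted p = 0.0133; 0.129 without αHetγWT replicate 2 and 0.0568 without αHetγKO replicate 2), 2.37 ± 0.25 for Thbs4, 1.79 ± 0.30 for Tnfrsf12a, 1.26 ± 0.18 for Sema3b and 0.74 ± 0.09 for Igf1r on the log2 scale. For Gpc3 the difference was -0.24 ± 0.22 (adjusted p = 0.517). The interaction uses the libraries on which the study chose these genes in part, so it is not independent evidence either.

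**Figure D2:**
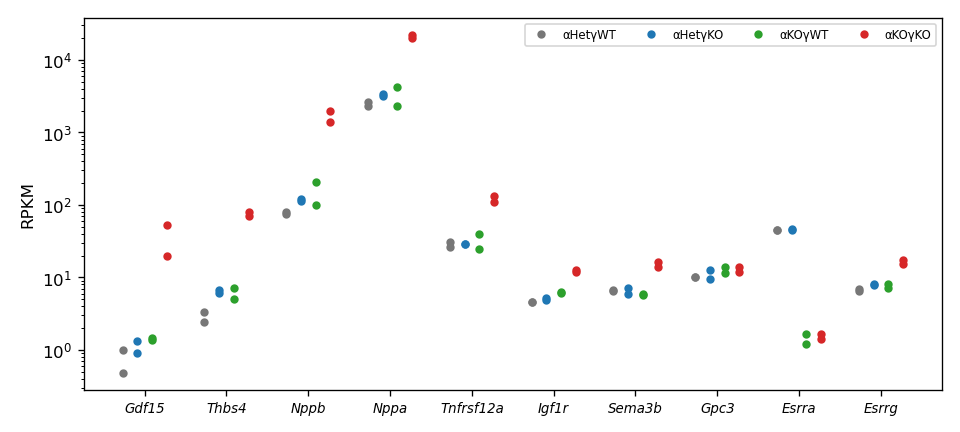
RPKM of the candidate genes, Nppa and the targeted genes Esrra and Esrrg in each library (2 per genotype). Igfbp1 had too few reads to be drawn.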

With these criteria, we came up with eight prioritized candidates (Fig 3A). We then tested whether any of them impacted liver GH signaling in young WT mice *in vivo*, using a 96‐well ELISA‐based screen with plasma IGF1 as the readout. Only GDF15 significantly altered plasma IGF1 level, resulting in about 30% decrease 2 days after injection (Fig 3A). To determine whether GDF15 impacts postnatal body growth by interfering with liver GH signaling, we next performed daily GDF15 injections to WT mice from 3 days of age and monitored their daily body growth (Appendix Fig S3A). GDF15 was found to inhibit liver STAT5 phosphorylation without altering JAK2 phosphorylation (Fig 3B), decrease liver expression of STAT5 target genes *Igf1*,* Igfbp3,* and *Igfals* (Fig 3C), and reduce plasma IGF1 and IGFBP3 concentrations without affecting GH level (Fig 3D–F). Importantly, GDF15 consistently reduced body weight gain in multiple independent cohorts of WT mice as the result of this constant inhibition of liver GH signaling (Fig 3G). Individual organs such as kidneys were proportionally lighter with relative weight remaining constant (Appendix Fig S3B). GDF15 did not change hypothalamic *Npy* and *Pomc* expression (Appendix Fig S3C), suggesting that this growth‐inhibiting effect is distinct from its appetite‐suppressing function seen in adult mice (Johnen *et al*, 2007). This almost complete molecular and phenotypic recapitulation of the αKOγKO mice (Fig 1 and Appendix Fig S1) strongly suggests that GDF15 is a major mediator of the FTT phenotype in αKOγKO mice. In contrast, injection of BNP did not alter liver GH signaling, plasma IGF1 level, or body weight in WT mice (Appendix Fig S3D–G).

**Figure 3:**
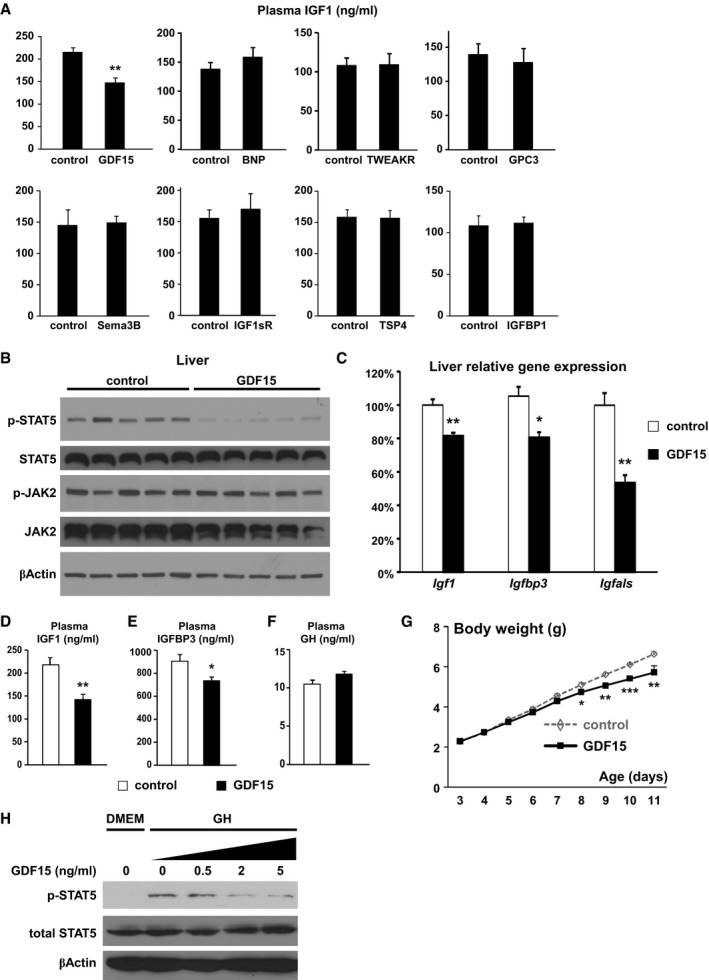
GDF15 is a candidate heart‐derived hormone that inhibits liver GH signaling and body growth APlasma IGF1 concentrations (ng/ml) in 7‐day‐old weight‐ and gender‐matched littermate WT mice injected with control or different proteins were measured by ELISA (*n *= 3–5 mice per group, daily i.p. injection from 5 days of age).B–GLiver phosphorylated and total STAT5 and JAK2 as well as β‐actin (loading control) determined by Western blot (B); liver expression of *Igf1*,* Igfbp3,* and *Igfals* quantified by qPCR (C); plasma IGF1 (D), IGFBP3 (E), and GH concentrations (F) measured by ELISA; and daily body weight (G) in weight‐ and gender‐matched littermate WT mice injected with control or GDF15 (*n* = 5 per group, daily i.p. injection from 3 days of age).HOvernight‐fasted (in DMEM) WT mouse primary hepatocytes were first treated with different concentrations of GDF15 for 30 min and then with 20 ng/ml GH for 15 min. Cellular levels of phosphorylated STAT5, total STAT5, and β‐actin (loading control) were determined by Western blot.Data information: *P < 0.05, **P < 0.01, and ***P < 0.001 between control and GDF15 by *t*‐test. All values are mean + s.e.m.Source data are available online for this figure.

To determine whether GDF15 directly acts on the liver to alter GH signaling, we next tested whether GDF15 can inhibit GH signaling in primary hepatocytes from young WT mice. We found consistently that GDF15 inhibits hepatocyte GH signaling in a dose‐dependent manner (Fig 3H). In particular, pathological concentration of GDF15 seen in the αKOγKO mouse plasma (2 ng/ml, see Fig 4C) was found to inhibit signaling of physiological level of GH based on STAT5 phosphorylation. The total cellular protein tyrosine phosphatase (PTP) activity remained unchanged (Appendix Fig S3H), suggesting that GDF15 does not affect the activity of potential PTPs known to deactivate STAT5 under these conditions (Chen *et al*, 2003; Rigacci *et al*, 2003). Together these results suggest that GDF15 directly acts on hepatocytes to inhibit GH signaling.

**Figure 4:**
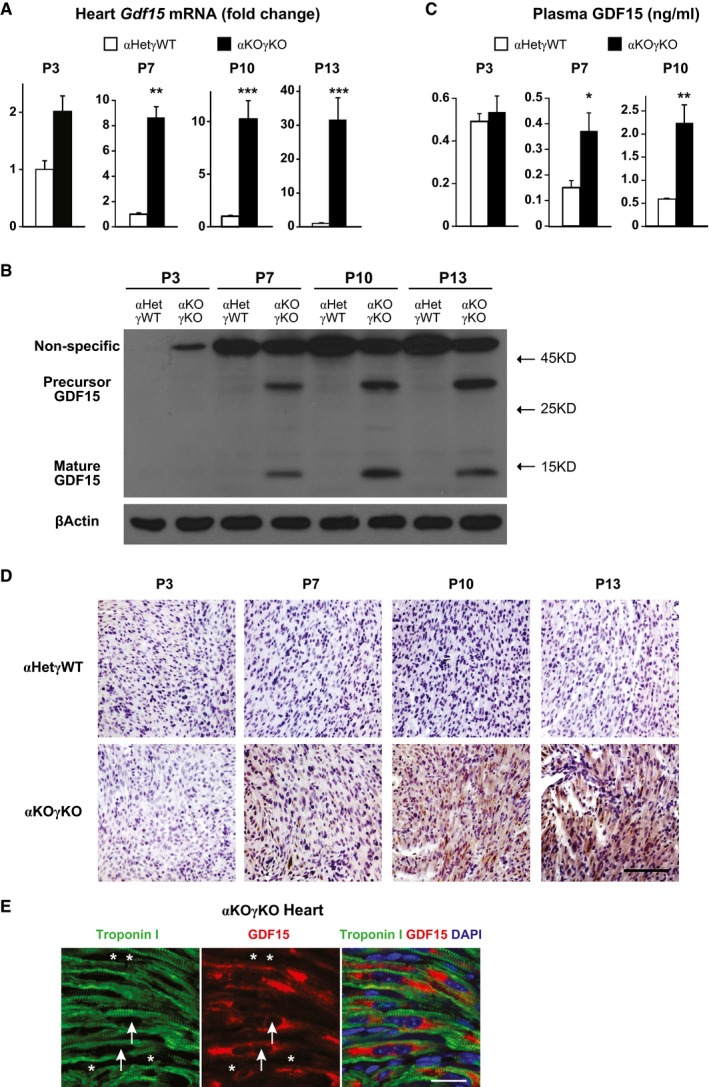
GDF15 is increased in pediatric heart disease and produced in cardiomyocytes Expression of *Gdf15* in 3‐ (*n* = 5–7 mice per group), 7‐ (*n* = 6 mice per group), 10‐ (*n* = 8–10 mice per group), and 13‐day‐old (*n* = 12–13 mice per group) littermate mouse hearts quantified by qPCR.GDF15 protein level in 3‐, 7‐, 10‐, and 13‐day‐old littermate mouse hearts determined by Western blot. β‐Actin serves as a loading control.Plasma GDF15 concentrations in 3‐ (*n* = 5–7 mice per group), 7‐ (*n* = 6 mice per group), and 10‐day‐old littermate mice (*n* = 8–10 mice per group) measured by ELISA.Representative pictures of 3‐, 7‐, 10‐, and 13‐day‐old littermate αHetγWT and αKOγKO mouse heart sections stained with GDF15 antibody (brown) and counterstained with hematoxylin (purple). Scale bar: 100 μm.Representative pictures of 16‐day‐old αKOγKO mouse hearts stained with GDF15 (red) and cardiac troponin I (green) antibodies. Arrows point to the nucleus of cardiomyocytes, and asterisks mark the nucleus of non‐cardiomyocytes. Scale bar: 20 μm.Data information: *P < 0.05, **P < 0.01, and ***P < 0.001 between αKOγKO and all other littermate control genotypes by *t*‐test. All values are mean + s.e.m.

### GDF15 is increased in pediatric heart disease and is synthesized in cardiomyocytes

GDF15 is believed to be synthesized in the cell as a pro‐protein with the C‐terminal mature peptide secreted (Appendix Fig S4A; Bauskin *et al*, 2000). We found that cardiac *Gdf15* expression in αKOγKO mice was similar to control at 3 days of age, but continued to quickly rise with the development of cardiomyopathy and reached over 30‐fold by 13 days of age over control mice (Fig 4A). This resulted in a significant increase of GDF15 protein in both the heart and the plasma in a similar kinetic pattern (Fig 4B–D and Appendix Fig S4A). Immunohistochemistry further showed that while completely absent in the control mouse hearts, GDF15 protein is abundant in the αKOγKO mouse hearts (Fig 4D). Coimmunostaining with cardiomyocyte marker troponin I allowing muscle fiber visualization revealed that GDF15 was located in the cytoplasm of cardiomyocytes and did not appear to be present in any other cell types of the heart (Fig 4E).

### GDF15 is a *bona fide* heart‐derived hormone that regulates liver GH signaling

These findings extend beyond the αKOγKO mouse model and have broad implications. Plasma GDF15 level was reported to be elevated in many forms of adult heart disease in both patients and animal models and was therefore recently proposed as an independent biomarker for heart diseases (Wollert & Kempf, 2012; Baggen *et al*, 2017; Wollert *et al*, 2017). However, the exact organ source and biological function of increased circulating GDF15 in heart disease remain little understood. To determine whether GDF15 is essential in mediating body growth inhibition in αKOγKO mice, we first tested this *in vitro* using GDF15 antibody to specifically deplete GDF15 in control and αKOγKO mouse plasma (Appendix Fig S4B). GDF15‐depleted αKOγKO plasma largely lost its ability to inhibit GH signaling in primary hepatocytes (Appendix Fig S4C). This result suggests that GDF15 is the major GH‐inhibiting factor in αKOγKO plasma. We next aimed to determine whether cardiac‐derived GDF15 is critical in inhibiting liver GH signaling *in vivo*. We designed an AAV9‐*Gdf15* shRNA vector to specifically knockdown *Gdf15* expression in the mouse heart (Fig 5A). Pericardial injection of AAV9 has been shown to achieve stable and relatively cardiac‐specific expression of transgenes compared to other AAV serotypes (Bish *et al*, 2008). Since *Gdf15* is exclusively expressed in αKOγKO mouse cardiomyocytes (Fig 4E), we designed the AAV9 vector to ensure that *Gdf15* shRNA is solely expressed in αKOγKO mouse cardiomyocytes (Myh6‐Cre^+^) but not elsewhere (Myh6‐Cre^−^) (Fig 5A). The specificity of our strategy was experimentally confirmed as non‐cardiac expression of *Gdf15* was not affected (Appendix Fig S4D). One week after pericardial injection of AAV9‐shRNA, we found that cardiomyocyte‐specific knockdown of *Gdf15* almost completely normalized cardiac *Gdf15* expression and plasma GDF15 concentration (Fig 5B and C). Importantly, the development of lethal cardiomyopathy in αKOγKO mice was little affected by cardiac *Gdf15* knockdown based on cardiac histology and cardiomyopathy marker *Bnp* expression (Fig 5D). These results provide definitive evidence that the elevated plasma GDF15 is exclusively produced by cardiomyocytes. In addition, normalization of circulating GDF15 in αKOγKO mice restored liver GH signaling (significantly increased STAT5 phosphorylation, Fig 5E) and doubled circulating IGF1 (Fig 5F) without affecting circulating GH levels (Fig 5G). Although the early lethality of αKOγKO mice (regardless of receiving control or *Gdf15* shRNA due to heart failure; Wang *et al*, 2015b) prevented us from keeping monitoring their body weight following this molecular reversal of liver GH inhibition, these results demonstrate that GDF15 is a *bona fide* heart‐derived hormone that regulates liver GH signaling.

**Figure 5:**
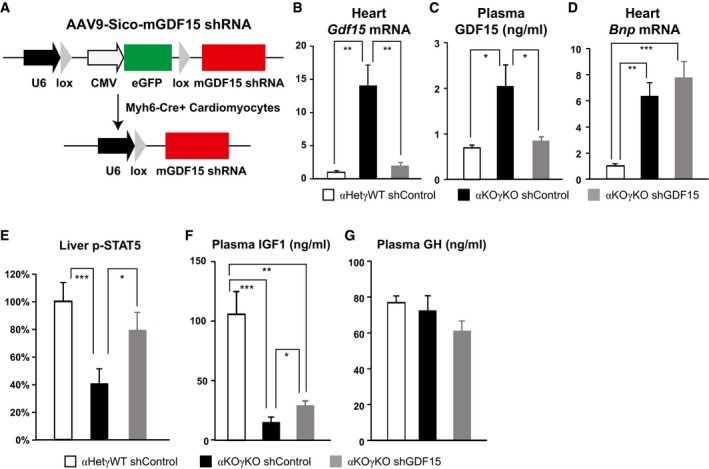
GDF15 is a *bona fide* heart‐derived hormone that regulates liver GH signaling ADesign of AAV9‐mGDF15 shRNA construct to specifically knockdown GDF15 in Cre^+^ cardiomyocytes.B–GCardiac *Gdf15* expression quantified by qPCR (B), plasma GDF15 concentrations measured by ELISA (C), cardiac *Bnp* expression quantified by qPCR (D), liver phosphorylated STAT5 level measured by ELISA (E), and plasma IGF1 (F) and GH concentrations (G) measured by ELISA in 9‐ to 10‐day‐old littermate control and αKOγKO mice (*n* = 8–12 mice per group) that received pericardial injection of AAV9‐control or *Gdf15* shRNA at 2 days of age. *P < 0.05, **P < 0.01, and ***P < 0.001 by *t*‐test. Values are mean + s.e.m.

### Plasma GDF15 is elevated in children with heart disease and FTT

Last, to substantiate the clinical significance of our findings beyond animal models, we asked whether GDF15 potentially underlies clinical FTT associated with pediatric heart disease, which often features lower circulating IGF1 and IGFBP3 levels (Barton *et al*, 1996; Dinleyici *et al*, 2007; Surmeli‐Onay *et al*, 2011; Peng *et al*, 2013). We measured plasma GDF15 concentrations in children diagnosed with heart disease and with either normal body weight or FTT. Both groups of children with heart disease had significantly higher plasma GDF15 levels than gender‐ and age‐matched healthy control children (Fig 6A), consistent with previous findings that plasma GDF15 was increased in adult heart disease (Wollert & Kempf, 2012; Baggen *et al*, 2017; Wollert *et al*, 2017). Importantly, plasma GDF15 level is further significantly increased (another 80% higher) in children with concomitant heart disease and FTT than those with heart disease but normal body weight (Fig 6A), supporting elevated GDF15 as an underlying mechanism linking pediatric heart disease and FTT.

**Figure 6:**
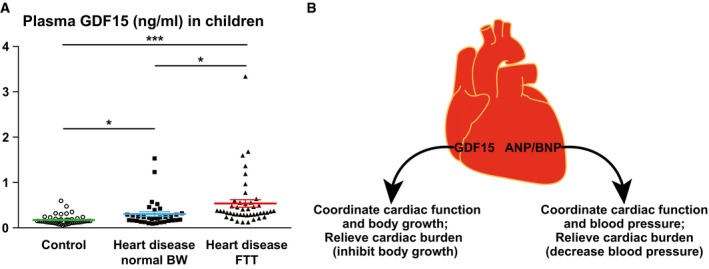
Plasma GDF15 is elevated in children with concomitant heart disease and FTT Plasma GDF15 concentrations in 2‐ to 3‐year‐old children diagnosed with heart disease with either normal body weight (*n* = 35) or FTT (*n* = 45) and in age‐ and gender‐matched healthy controls (*n* = 45) were measured by ELISA. *P < 0.05 and ***P < 0.001 by *t*‐test. Values are mean ± s.e.m.Cartoon illustrating how GDF15 and ANP/BNP relieve cardiac burden and coordinate cardiac function with the rest of the body.

## Discussion

The rapid body growth and increased nutrients/energy demand during the pediatric period require accompanying increase of cardiac function. Here, we identified a novel endocrine mechanism by which the heart communicates with the rest of the body to coordinate body growth and cardiac function. The heart synthesizes and secretes GDF15 to inhibit body growth, thereby relieving potential extra cardiac burden as well as helping the body adapt to decreased cardiac output, a theme also seen in ANP and BNP (Fig 6B). Both GDF15 and ANP/BNP are synthesized as prohormones and processed to become active hormones. Cardiac and circulating levels of both GDF15 and ANP/BNP are highly elevated in many forms of heart disease. BNP is well established and widely used clinically for diagnosis of heart disease especially heart failure; GDF15 was also recently proposed as an independent plasma biomarker for heart diseases (Wollert & Kempf, 2012; Baggen *et al*, 2017; Wollert *et al*, 2017). Most importantly, both GDF15 and ANP/BNP are used as hormones by the heart to effect systemic changes that relieve cardiac burden: GDF15 inhibits body growth and ANP/BNP decrease blood pressure. These similarities suggest a unified endocrine mechanism that the heart exploits to coordinate cardiac function and the rest of the body (Fig 6B).

GDF15 was previously shown to mediate adult body weight loss in cachexia and obesity settings (Johnen *et al*, 2007; Tsai *et al*, 2013), through its action in the hypothalamus (reducing *Npy* and increasing *Pomc* expression) that regulates food intake. Of note body weight loss in such adult conditions predominantly impacts specific tissues (muscle and adipose tissue in cachexia; adipose tissue in obesity), with most other organs and height/body length largely unaffected. Our studies reveal a completely different and new role of GDF15 in the pediatric period. We did not observe any changes in hypothalamic *Npy* and *Pomc* expression in either cardiac αKOγKO mice or GDF15‐injected young WT mice (Appendix Figs S1B and S3C), probably because the appetite‐regulating neural circuits in the hypothalamus in these young mice (1–2 weeks old) are still developing and functionally immature compared to those in adult mice (Nilsson *et al*, 2005). We find that GDF15 inhibits pediatric body growth that affects all organs (proportionally smaller and lighter in weight), rather than selectively targeting only muscle or adipose tissue. Accordingly, GDF15 functions through a distinct mechanism of inhibiting liver GH signaling that affects whole‐body growth and all organs in the pediatric period.

We observed a fourfold to fivefold increase of circulating GDF15 in αKOγKO mice (Fig 4C) and similar changes in children with heart disease (Fig 6A). Such change is consistent within the range reported in human biomarker studies (Wollert & Kempf, 2012; Baggen *et al*, 2017; Wollert *et al*, 2017). Of note the normal heart produces undetectable level of GDF15 (Fig 4B and D), therefore the basal level of circulating GDF15 (Fig 4C) most likely comes from non‐cardiac sources. Our cardiac‐specific *Gdf15* knockdown studies suggest that cardiac‐derived GDF15 in the heart disease condition contributed to all the elevated circulating GDF15 above basal level (Fig 5). This additional circulating GDF15 from the heart clearly has a significant biological impact on liver GH signaling (Fig 5). One possible explanation is that such a fourfold to fivefold increase in GDF15 concentration is enough to make a significant difference in its signaling. Another possible explanation is that heart‐derived GDF15 is biochemically distinct from the basal circulating GDF15 from non‐cardiac sources and potentially possesses higher biological activities. Future studies will investigate the factors that modulate GDF15 activity, and determine the detailed molecular mechanism of GDF15 signaling.

We designed AAV9‐sh*Gdf15* vectors to specifically knockdown cardiomyocyte *Gdf15* in αKOγKO mice (Fig 5). In this experiment, we injected AAV‐shRNA to 2‐day‐old mice, the age right when initial molecular changes of cardiac dysfunction were observed in cardiac αKOγKO mice (Wang *et al*, 2015b). It was expected that injected AAV9‐*Gdf15* shRNA would take some time (probably in days) to be well expressed and take effect to completely block cardiac GDF15 synthesis. By this time, it is highly likely that liver GH signaling and circulating IGF1 would have already significantly decreased. We therefore anticipated that reduced liver GH signaling in αKOγKO mice would be partially reversed in the days following AAV9‐sh*Gdf15* injection. We did observe that once cardiac and circulating GDF15 levels were completely normalized 1 week after AAV9‐sh*Gdf15* injection, downstream liver STAT5 phosphorylation was largely restored and circulating IGF1 level was partially reversed. Although it appears that GDF15 is the major circulating factor in αKOγKO plasma that inhibits hepatocyte GH signaling *in vitro* (Appendix Fig S4B and C), it is possible that additional GDF15‐independent mechanisms are involved. These include mechanisms through the nervous system that sense cardiac health and in turn regulate body growth, other heart‐derived endocrine signals (including those unexamined candidates from our plasma proteomics and cardiac RNA‐Seq studies), or a combination of nervous and endocrine mechanisms. 

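Genes of secreted proteins changed in αKOγKO hearts, in a comparison in which 42.2% of all tested genes passed. Of 88 measured genes on a list of factors that the heart can secrete, 45 rose, 11 fell and 32 did not pass, with a median log2 fold change of 0.78. Adjusted over the list alone, 45 rose and 12 fell. Of these genes 25 are also in Appendix Table S2, which the study drew from these samples. Rises included Wisp2, a matricellular protein (4.27 ± 0.57, SE; 3.00 without αKOγKO replicate 1, 4.94 without αKOγKO replicate 2 and 3.36 with limma on log2(RPKM + 1)), Ptgds, a prostaglandin D synthase (2.94 ± 0.13; 2.23 against the mean of the 3 control genotypes), Clu, a secreted chaperone (1.25 ± 0.08), and Dkk3 (1.43 ± 0.12). Falls included Fndc5, the precursor of irisin (-3.23 ± 0.16), and C1qtnf9, an adiponectin-like protein (-1.46 ± 0.11). Vtn, the adhesion protein vitronectin, is in Appendix Table S2 but not on this list, and it fell too (-2.67 ± 0.20). Of these examples only Fndc5 is not in Appendix Table S2. Without those 25 genes, 24 of 63 rose and 7 fell, the same when adjusted over the list alone. The 63 still hold the Fig 3A candidates Tnfrsf12a, which rose, and Gpc3, which did not pass. The values of Tnfrsf12a stand in Appendix Table S2 under the name Cdt1, so the 63 are not free of genes that the study chose. These 63 genes had a median log2 fold change of 0.27 and a camera adjusted p = 0.00916 (adjusted p = 0.301 with an estimated correlation). The interaction uses the αKOγKO and αHetγWT libraries on which the study chose the genes of Appendix Table S2, so its count for them is not independent evidence. For 26 of the 33 genes in Appendix Table S2 the effect of ERRγ loss differed between αKO and αHet hearts (edgeR interaction, Benjamini-Hochberg threshold 0.05), and for 18 without αHetγWT replicate 2 or without αHetγKO replicate 1.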

Future studies in these areas will further broaden our understandings of the communication between the heart and rest of the body. Nevertheless, our current results clearly demonstrate that heart‐derived GDF15 is essential for altered liver GH signaling in FTT associated with pediatric heart disease.

The vital function of the heart has been known for thousands of years. Besides ANP and BNP discovered over 30 years ago (de Bold, 1985; Frohlich, 1985; McGrath *et al*, 2005; Clerico *et al*, 2011; Ogawa & de Bold, 2014), only small numbers of heart‐secreted factors are known (Shimano *et al*, 2012; Karsenty & Olson, 2016). However, they are not established as endocrine hormones because their known functions to date are largely limited to mere biomarkers of cardiac health or autocrine/paracrine factors that affect cardiomyocyte or cardiac fibroblast biology locally (Shimano *et al*, 2012; Karsenty & Olson, 2016). Potential heart‐derived endocrine factors were suggested that impact liver and adipose tissue lipid metabolism in a few recent studies (Grueter *et al*, 2012; Baskin *et al*, 2014; Magida & Leinwand, 2014), but the exact identities of such factors remain to be determined (Karsenty & Olson, 2016). By identifying GDF15 as a new heart‐derived hormone and revealing its biological function, our findings support the importance of the endocrine function of the heart and advance our understanding of the heart and its role in whole‐organism homeostasis. Our studies also uncover an underlying mechanism of FTT associated with pediatric heart disease. Intriguingly, plasma GDF15 was recently reported to be increased in mitochondrial disease patients, which often features slowed body growth as well (Yatsuga *et al*, 2015; Fujita *et al*, 2016; Montero *et al*, 2016). Whether GDF15 is critical in this context remains to be determined.

## Materials and Methods

### Animal studies

All animal studies were approved by and performed under the guidelines of the Institutional Animal Care and Use Committee of the Children's Hospital of Philadelphia (CHOP). All mice were backcrossed at least six generations to and maintained in the C57BL6/J background. Mice were maintained in a temperature‐ and light‐controlled environment with *ad libitum* access to water. Mice in holding cages (after weaning at around 28 days of age) received a standard chow diet (Lab Diet 5L0D, 58% calories from carbohydrate, 13.5% calories from fat, and 28.5% calories from proteins); nurturing moms and their pups before weaning received a breeder diet (Lab Diet 5058, 55% calories from carbohydrate, 22% calories from fat, and 23% calories from proteins). The breeding strategy to generate experimental cohorts (αHetγWT, αHetγKO, αKOγWT, and αKOγKO littermates at 1:1:1:1 ratio) was previously described (Wang *et al*, 2015b). For postnatal body growth analysis, the breeding pairs were monitored daily for birth of pups. The first day we observed new pups born was deemed as P0, and the pups were toe‐clipped for identification and genotyping. We chose body weight over bone or body length to determine body growth because body weight can be more accurately measured using a digital scale with 0.01 gram precision. Mice were weighed daily between 10 am and 2 pm. Both male and female pups exhibited lethal cardiomyopathy and FTT phenotypes, and therefore, both genders were included in the study. We determined the minimum number of animals needed using power calculations based on the literature, our preliminary results and sample variation aiming to ensure 90% power. Only littermate mice were used and they were randomized to ensure that the same age, gender, and weight (mean and variation, where applicable) are represented in all groups. Investigators were blinded to the sample group allocation wherever possible. The number of mice used in each experiment and number of times experiments are replicated are described in figure legends or related Materials and Methods sections. Only mice living for at least 13 days were included in the body weight curve (Fig 1; because some αKOγKO die before this age). All tissues were collected and weighed between 12 and 4 pm to avoid the impact of circadian rhythm.

### ELISA

Mouse blood was collected in lithium‐heparin‐coated microvette CB300LH (Sarstedt), and plasma was collected after spinning down at 3,000 *g* for 5 min at 4°C. Plasma protein levels were measured using ELISA kits: mouse GH (Millipore EZRMGH‐45K), mouse IGF1 (Abcam ab108874), mouse IGFBP3 (R&D MGB300), mouse GDF15 (R&D MGD150), and human GDF15 (R&D DY957). Separately, mouse livers were homogenized with kit‐provided lysis buffer containing protease and phosphatase inhibitors (Roche). Phosphorylated and total STAT5 and JAK2 levels were measured using the following ELISA kits and normalized to total protein amount: p‐STAT5 (Tyr694, Cell Signaling **#**7113C), total STAT5 (Abcam ab205714), p‐JAK2 (Tyr1007/1008, ThermoFisher Scientific KHO5621), and total JAK2 (Invitrogen KH05521).

### Plasma proteomics

EDTA plasma was collected from 16‐day‐old littermate αHetγWT and αKOγKO mice (*n* = 3 mice per group) and stored at −80°C until analysis. Measurement of relative plasma protein levels using the SOMAscan platform was performed at SomaLogic Inc. (Gold *et al*, 2010).

### Gene expression analysis

We isolated total RNA from mouse tissues or cells using RNAzol RT (Molecular Research Center) following the manufacturer's instructions. We synthesized cDNA from 1 μg total RNA using iScript cDNA synthesis kit (Bio‐Rad) and quantified mRNA levels by real‐time qPCR using SYBR Green (Bio‐Rad). We ran samples in technical triplicates and calculated relative mRNA levels using a standard curve and normalized to 36b4 mRNA level in the same sample. The qPCR primer sequences are listed in Appendix Table S3.

### RNA‐Seq

Total RNA from 16‐day‐old littermate mouse (αHetγWT, αHetγKO, αKOγWT, and αKOγKO) hearts was extracted using RNAzol RT. 

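Few cardiac genes passed in αHetγKO or αKOγWT hearts against αHetγWT at this number of libraries, which does not show that few genes changed. All 8 libraries share 1 fit, so the spread of the αKOγKO libraries also enters these comparisons. The counts rose when either αKOγKO library was left out, as given below. The reference αHetγWT is itself heterozygous for ERRα, so neither comparison starts from wild-type hearts. The paper gives αKOγKO mice as carrying Myh6-Cre and does not give the Cre status of the γWT hearts. An effect of Cre was therefore not told apart from that of ERRγ loss, here or in the interaction. In αHetγKO against αHetγWT hearts 1 gene rose and 0 fell (edgeR quasi-likelihood test, Benjamini-Hochberg threshold 0.05), the pseudogene Gm6644, with 748 genes at an unadjusted p under 0.05. DESeq2 called 23 higher and 18 lower. Gm6644 gave 608, 710, 571 and 583 reads in the 4 γKO libraries and 10 to 22 reads in the others. In αKOγWT hearts 112 genes rose and 74 fell, with 2181 at an unadjusted p under 0.05. More passed with the DESeq2 Wald test and with array weights, and fewer with a fold of at least 2. Rises included the slow skeletal troponin Tnni1 (log2 fold change 3.78 ± 0.55, SE), Cend1 (3.63 ± 0.17) and Ppp1r1b, a phosphatase inhibitor (3.52 ± 0.20), and falls included Esrra (-4.97 ± 0.14), Lrtm1 (-2.10 ± 0.22) and the orphan receptor Gpr22 (-1.63 ± 0.16). With limma on log2(RPKM + 1) the value of Esrra was -4.25. The call of Tnni1 was lost without αHetγWT replicate 1 (adjusted p = 0.28), αHetγWT replicate 2 (0.177) or αKOγWT replicate 2 (0.0919), that of Lrtm1 without αHetγWT replicate 1 (0.0759) or αKOγWT replicate 2 (0.056), and that of Gpr22 without αHetγWT replicate 1 (0.0623).

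The effect of ERRγ loss differed between αKO and αHet hearts for 2640 genes, with 1020 more positive and 1620 more negative in αKO hearts (edgeR interaction). With limma on log2(RPKM + 1) 1644 were more positive and 1227 more negative. Of 128 genes of the respiratory complexes, the TCA cycle and fatty acid oxidation, 123 had a negative interaction past the threshold, with a median of -1.39. Their median log2 fold changes were -0.04 in αHetγKO, with 0 genes past the threshold, and -0.06 in αKOγWT, with 1 gene past it. Slc16a3, a lactate transporter, had an interaction of 4.32 ± 0.34 and Ctgf one of 2.98 ± 0.23.

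Counts moved with single libraries. The αKOγWT count of 186 was 14 without αHetγWT replicate 1, 22 without αHetγWT replicate 2, 80 and 84 without αHetγKO replicates 1 and 2, 98 and 40 without αKOγWT replicates 1 and 2, and 686 and 690 without αKOγKO replicates 1 and 2. The αHetγKO count was 20 and 19 without αKOγKO replicates 1 and 2. The interaction count was 1451 and 1414 without αHetγWT replicates 1 and 2, 1261 and 1435 without αHetγKO replicates 1 and 2, and 1686 without αKOγWT replicate 1.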

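The difference between both libraries of a genotype was measured over genes. Its median absolute log2 value was 0.12 in αHetγWT, 0.11 in αHetγKO, 0.14 in αKOγWT and 0.19 in αKOγKO, and its SD was 0.40, 0.37, 0.54 and 0.47, so αKOγKO had the largest median and αKOγWT the largest SD. In αKOγKO the immediate-early genes Egr1 (1610 and 13796 reads) and Atf3 (744 and 10201 reads) were far apart, and so was Nr4a1 in αKOγWT (581 and 4027 reads), while the TCA cycle gene Fh1 had 116 ± 1.67 RPKM (SD) in αKOγKO. Egr1 and Nr4a1 were picked out after their values were seen. Each library pools several hearts, so error bars give the spread of pools and not of single animals.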

We prepared two independent samples per genotype for RNA‐Seq, with each sample comprised of equal amount of pooled RNA from three biological replicates (total of six littermate hearts per genotype used). Library was constructed using TrueSeq Library Prep kit (Illumina), and sequencing and bioinformatic analysis were performed by BGI@CHOP (PE100, 20 million reads). 

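The libraries held a median of 31029456.5 reads assigned to genes. Over the library with the lowest total, αHetγKO replicate 1, the αKOγKO libraries held 1.31 and 1.30 times as many reads, and the others 1.03 to 1.19 times. With all libraries thinned to the lowest total, 3081 genes were higher and 3187 lower in αKOγKO. In simulated counts each gene had 1 spread, estimated over all libraries, and 200 genes were changed by known folds. The comparison of αKOγKO with αHetγWT recovered 24 of 65 at 1.5-fold, 45 of 65 at 2-fold and 59 of 65 at 4-fold. There were 10 false calls among 14451 unchanged genes (14646 genes tested). In the data 42.2% of tested genes passed, and αKOγKO had the largest median difference between replicates, so these rates may not carry over. Low-abundance genes such as Igfbp1 fall under this depth, while Cdt1, a licensing factor of DNA replication at 0.775 ± 0.102 RPKM (SD) in αHetγWT and 2.71 ± 0.328 RPKM in αKOγKO, was called.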

The raw and processed data are deposited in the GEO database (accession number GSE88761, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=cpqnciqcrxchngl&acc=GSE88761).

### Protein analysis

For whole‐cell extract preparation, cells or 20 mg of tissues was homogenized and kept in 400 μl (20×) cold RIPA buffer containing protease/phosphatase inhibitors on ice for 10 min. The homogenates were spun down at 13,000 *g* for 10 min, and the supernatant was collected as whole‐cell extract. For nuclear/cytosolic extract preparation, 20 mg of tissues was homogenized and kept in 400 μl cold buffer containing 10 mM HEPES (pH 7.4), 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, and protease and phosphatase inhibitors on ice for 10 min. The homogenates were spun down at 13,000 *g* for 10 min, and the supernatant was collected as cytosolic extract. The pellets were resuspended in 300 μl cold buffer containing 10 mM HEPES (pH 7.4), 1.5 mM MgCl_2_, 420 mM NaCl, 0.2 mM EDTA, 25% glycerol, 0.5 mM DTT, and protease/phosphatase inhibitors and shaken overnight at 4°C. They were then spun down at 13,000 *g* for 20 min, and the supernatant was collected as nuclear extract. Protein concentration was quantified by a BCA assay kit (ThermoFisher Scientific). Western blot was performed as previously described following standard procedures (Wang *et al*, 2015b). Primary antibodies used were p‐STAT5 (Cell Signaling #9359, 1:1,000), STAT5 (Cell Signaling #9358, 1:1,000), p‐JAK2 (Cell Signaling #3776, 1:1,000), JAK2 (Millipore 06‐1310, 1 μg/ml), GDF15 (Abcam ab189358, 1 μg/ml), β‐actin (Cell Signaling #4970, 1:1,000), and TFIIH (Santa Cruz sc‐293, 1:2,000).

### Plasma fractionation and GDF15 depletion by immunoprecipitation

Pooled plasma from 3 to 4 16‐day‐old αHetγWT or αKOγKO mice was used for each fractionation or GDF15 depletion experiment. Plasma was separated into high (> 3 KD) and low (< 3 KD) molecular weight fractions using Amicon Ultra 0.5‐ml centrifugal 3 KD Filters (Millipore) following the manufacturer's instructions. For GDF15 depletion, plasma was incubated with 1 μg mouse GDF15 capture antibody (from ELISA kit R&D DY6385) and shaken at 4°C overnight. 250 μl dynabeads protein G (ThermoFisher Scientific 100.04D) was then added to the plasma and shaken at room temperature for 2 h. The mixture was separated using magnet, and the supernatant was collected as GDF15‐depleted plasma. GDF15 concentration in plasma before and after GDF15 depletion was determined using ELISA (R&D DY6385).

### Mouse primary hepatocyte isolation and GH signaling studies

Primary hepatocytes were isolated from young WT mice as previously described (Pei *et al*, 2006). Briefly, 3‐ to 4‐week‐old mouse was anesthetized and perfused at 37°C with 10 mM HEPES‐buffered HBSS (1 ml/min for 5 min) and then with 0.1% type I collagenase (Worthington LS004194) in Williams E media (1 ml/min for 5 min), entering the hepatic portal vein and exiting the inferior vena cava. The perfused liver was removed and shaken to disperse cells into hepatocyte attachment media (DMEM/F12 supplemented with 0.2 mg/ml BSA, 1 mg/ml D‐galactose, 0.03 mg/ml proline, 5 mM sodium pyruvate, 1× insulin‐transferrin‐selenium‐A (ThermoFisher Scientific 51300044), 1× antibiotic‐antimycotic (ThermoFisher Scientific 15240062), and 10% FBS). After mixing cells with Percoll (final concentration of Percoll is 45%) and centrifugation to collect all the viable cells, we resuspended cells in hepatocyte attachment media and plated them on collagen I‐coated 24‐well plates with a density of 0.2–0.3 million cells per well. 3 h later, cells were washed with DMEM to remove non‐attached cells and fasted overnight in DMEM. The next morning, cells were treated with DMEM, DMEM plus 50% plasma, or 50% plasma fractions for 1 h. Alternatively, cells were first treated with different concentration of GDF15 (R&D 8146‐GD/CF) for 30 min and then treated with 20 ng/ml GH (R&D 1067‐GH‐025/CF) for 15 min. For Western blot, cells were washed with ice‐cold PBS for three times and lysed with 60 μl lysis buffer (30 μl RIPA buffer and 30 μl 2× Laemmli sample buffer from Bio‐Rad, plus protease and phosphatase inhibitors and 2.5% β‐mercaptoethanol). For determining protein tyrosine phosphatase (PTP) activity, cells were washed three times with ice‐cold PBS and lysed in a buffer containing 150 mM NaCl, 50 mM Tris pH 7.4, 1% NP‐40, and protease inhibitors (Sorenson & Sheibani, 2002). 1 μl cell lysates (around 2 μg proteins) from each group were incubated at 37°C for 30 min with 0.2 mM PTP substrate RRLIEDAEpYAARG (Upstate 12‐217) in a final volume of 50 μl of assay buffer (25 mM HEPES pH 7.2, 50 mM NaCl, 5 mM DTT, and 2.5 mM EDTA) (Kakazu *et al*, 2008). Amount of phosphate released was measured by malachite green phosphate assay kit (Cayman Chemical 10009325) following manufacturer's instructions. This was normalized to total protein, which was determined using Pierce BCA Protein Assay Kit (ThermoFisher Scientific 23225).

### Protein injection

Recombinant proteins were purchased from commercial sources: GDF15 (R&D 8146‐GD/CF), IGFBP1 (R&D 1588‐B1), Sema3B (R&D 5440‐S3/CF), GPC3 (R&D 2119‐GP/CF), TWEAKR/TNFRSF12 (R&D 1610‐TW), TSP4 (R&D 7860‐TH), IGF1sR (IGF1R 1‐936, R&D 6630‐GR/CF), and BNP 1‐32 (Tocris Bioscience 3522). They were reconstituted per vendor's recommendations and further diluted in PBS for *in vivo* i.p. injection. For *in vivo* experiments, we used gender‐ and body weight (BW)‐matched WT mice all from the same litter to exclude the impact of mom's nurturing ability on BW among litters. We repeated all short‐ and long‐term GDF15 injections at least four times and other protein injections at least two times and obtained the same results. For short‐term injection, gender‐ and BW‐matched 5‐day‐old WT mice all from the same litter (*n* = 3–5 per group) were i.p. injected between 11 am and 1 pm with control (same solvent diluted in PBS) or indicated protein every 24 h, three times total. Mouse plasma was collected 1.5 h after the last injection (7 days old). The injection doses were based on literature and product information from the vendors: 500 μg/kg BW for BNP and GPC3, 100 μg/kg BW for GDF15, TWEAKR, Sema3B, TSP4, IGFBP1, and IGF1sR. For long‐term injection (illustrated in Appendix Fig S3A), gender‐ and BW‐matched (BW of all littermate pups within 10% variation) 3‐day‐old WT mice all from the same litter (*n* = 4–5 per group) received daily i.p. injection between 11 am and 1 pm of control, 400 μg/kg BW GDF15 or 500 μg/kg BW BNP. Plasma and tissues were collected at the end of the experiment, 1.5 h after the final injection.

### Histology

Histological studies were performed as previously described (Pei *et al*, 2011, 2015). Mice were euthanized and perfused with 3 ml PBS. Tissues were then dissected and fixed in 4% paraformaldehyde in PBS overnight. Tissues were embedded in paraffin or frozen blocks. For heart immunohistochemistry, 5–8 μm paraffin sections were used. After deparaffinization, sections were incubated in AR buffer (Vector Lab H‐3300) for antigen retrieval (microwave for 5 min). Sections were then rinsed in PBST and blocked with 2% horse serum for 1 h and incubated with GDF15 (Abcam ab189358, 10 μg/ml) or troponin I (Abcam ab47003, 10 μg/ml) antibodies overnight at 4°C. The sections were then incubated with biotin‐labeled secondary antibodies (5 μg/ml) and ABC reagent (Vectastain Elite ABC Reagent RTU, Vector Lab PK‐7100), and stained using peroxidase substrate solution (Vector Lab). After counterstain with hematoxylin (Vector Lab H‐3401) and dehydration, the sections were mounted and imaged using a Zeiss Axio microscope. For immunofluorescence, the sections were incubated with fluorescence‐labeled secondary antibodies and mounted and imaged using a Zeiss LSM710 confocal microscope.

### AAV injection

AAV9‐Sico‐mouse *Gdf15* shRNA (based on shAAV‐260008) or scramble control shRNA was custom‐built and manufactured by Vector Biolabs. Pericardial injection of 3 × 10^11^ genome copies AAV9 was performed in 2‐day‐old mice using a Hamilton syringe by adapting procedures previously described without using ultrasound guidance (Laakmann *et al*, 2013). αKOγKO mice were randomized to receive AAV9‐*Gdf15* or control shRNA, and littermate control αHetγWT mice received AAV9‐control shRNA. As quality control and based upon pre‐established criteria, mice dead before 9 days of age or with unsuccessful cardiac *Gdf15* knockdown (presumably due to unsuccessful injection or ineffective AAV infection) were excluded from the study (2 of 10 αKOγKO mice that received AAV9‐sh *Gdf15* and survived to 9–10 days of age were excluded from the study shown in Fig 5; similar success rate was observed in control groups).

### Human plasma samples

Plasma samples were from the CHOP Center for Applied Genomics biobank. Plasma samples from three groups of children were used (Appendix Table S4). Group 1: age‐ and gender‐matched healthy controls. Group 2: 2‐ to 3‐year‐old children diagnosed with congenital heart disease and/or pediatric cardiomyopathy, with normal body weight (within 40–70% range of the standard body weight chart of the individual's age; 50% is the median body weight) at the time of sample collection. Group 3: 2‐ to 3‐year‐old children diagnosed with congenital heart disease and/or pediatric cardiomyopathy, with FTT (within 0–8.5% range of the standard body weight chart of the individual's age; most were also diagnosed with FTT) at the time of sample collection. Informed consent was obtained from all subjects and the experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report.

### Statistical analysis

Two‐tailed distribution, two‐sample unequal variance *t*‐test was used to determine the statistical significance between results of two independent groups, using either Microsoft Excel (animal studies) or GraphPad Prism (human studies, allowing automatic identification and exclusion of no more than 1 outlier out of > 35 biological samples per group based on the built‐in ROUT method), with *P* < 0.05 deemed as statistically significant. The *P*‐values of all figures are provided in Appendix Table S5.

## Author contributions

LP conceived and directed the project. TW, JL, and LP performed most of the experiments including independently repeated experiments. CM, KL, and XZ provided technical assistance. BJW is a pathologist who evaluated, read, and scored the histology studies. HH provided human plasma samples and contributed to the analysis and interpretation of the results. TW and LP wrote, and all authors reviewed and/or edited the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

**The paper explained**

**Problem**

Endocrine organs and the hormones they secrete regulate many essential functions in our body. The vital role of the heart has been known for thousands of years, but its function as an important endocrine organ remains little understood.

**Results**

Here, we identify a new heart‐derived hormone called growth differentiation factor 15 (GDF15) that regulates body growth. GDF15 synthesis and secretion by cardiomyocytes are increased in pediatric heart disease. Circulating GDF15 in turn acts on the liver to inhibit growth hormone (GH) signaling and body growth. Blocking cardiomyocyte production of GDF15 normalizes circulating GDF15 level and restores liver GH signaling, establishing GDF15 as a *bona fide* heart‐derived hormone. Plasma GDF15 is increased in children with concomitant heart disease and failure to thrive (FTT).

**Impact**

Our study advances the field of cardiac endocrinology by revealing GDF15 as a heart‐derived hormone that coordinates cardiac function and body growth. These results also provide a potential mechanism for the well‐established clinical observation that children with heart diseases often develop FTT.

## Supporting information

Appendix

Review Process File

Source Data for Figure 1

Source Data for Figure 2

Source Data for Figure 3

# Supplementary material for: GDF15 is a heart‐derived hormone that regulates body growth
**Source:** EMBO Mol Med. 2017 Jun 1;9(8):1150–64. doi: 10.15252/emmm.201707604
**Supplement:** Supplementary file 1 — Appendix

APPENDIX

GDF15 is a heart-derived hormone that regulates body growth

Ting Wang^{1,2,#,‡}, Jian Liu^{1,2,#}, Caitlin McDonald^{1,2}, Katherine Lupino^{1,2}, Xiandun Zhai^{1,2,5},
Benjamin J. Wilkins², Hakon Hakonarson³, Liming Pei^{1,2,4*}

This appendix includes 4 figures and 5 tables.

Table of Contents	Page
**Appendix Figure S1.** FTT and impaired liver GH signaling in α KO γ KO mice.	2
**Appendix Figure S2.** GH concentration in pooled plasma used to treat WT mouse primary hepatocytes.	3
**Appendix Figure S3.** Impact of GDF15 and BNP on liver GH signaling and body growth.	4
**Appendix Figure S4.** GDF15 is a major circulating factor in α KO γ KO plasma that inhibits hepatocyte GH signaling.	5
**Appendix Table S1.** Relative plasma protein levels in 16-day-old α Het γ WT and α KO γ KO mice (n=3 mice per group) measured by SOMAscan.	6
**Appendix Table S2.** Genes encoding secreted proteins with altered expression in 16-day-old α KO γ KO mouse hearts compared to littermate control mouse hearts by RNA-Seq.	46
**Appendix Table S3.** Sequences of qPCR primers used.	47
**Appendix Table S4.** Information of human plasma samples used in Fig 6A.	48
**Appendix Table S5.** Statistical analysis information.	53

A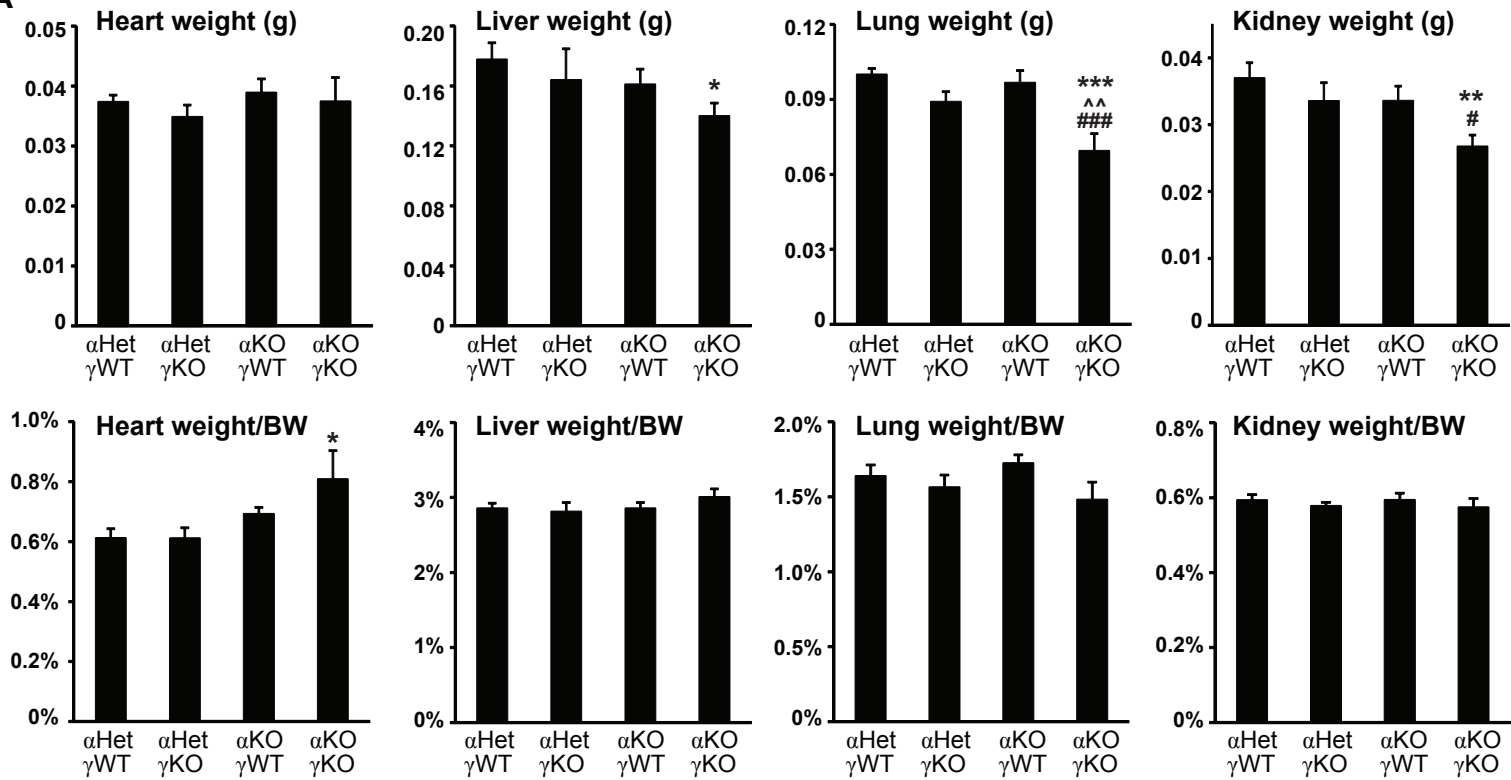**B**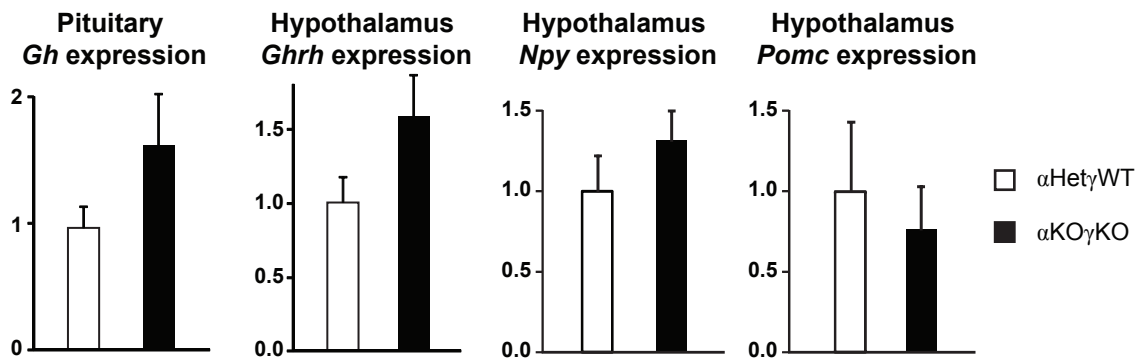**C**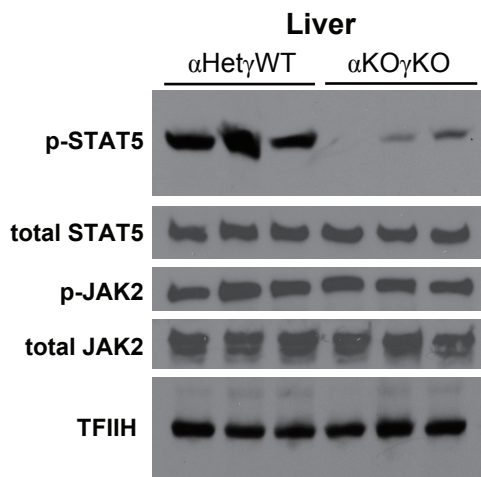

Appendix Figure S1. FTT and impaired liver GH signaling in $\alpha\text{KO}\gamma\text{KO}$ mice.

- A** Absolute (top) and relative weight (bottom, normalized to body weight of individual mouse) of different organs in 10-day-old littermate mice ($n=6-9$ mice per group). * $p<0.05$, ** $p<0.01$ and *** $p<0.001$ between $\alpha\text{KO}\gamma\text{KO}$ and $\alpha\text{Het}\gamma\text{WT}$; ^^ $p<0.01$ between $\alpha\text{KO}\gamma\text{KO}$ and $\alpha\text{Het}\gamma\text{KO}$; # $p<0.05$ and ### $p<0.001$ between $\alpha\text{KO}\gamma\text{KO}$ and $\alpha\text{KO}\gamma\text{WT}$ by t-test.
- B** Expression of pituitary *Gh* and hypothalamus *Ghrh*, *Npy* and *Pomc* in 10-day-old littermate mice was determined by qPCR ($n=9$ mice per group). All values are presented as mean + s.e.m.
- C** Phosphorylated and total STAT5 and JAK2 levels in 16-day-old littermate mouse livers ($n=3$ mice per group) were determined by Western blot. TFIIH serves as loading control.

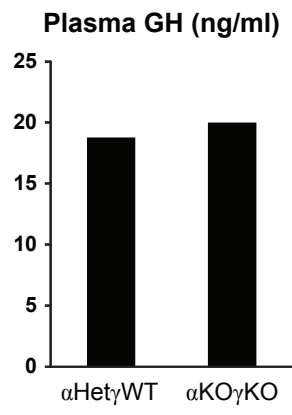

Appendix Figure S2. GH concentration in pooled plasma used to treat WT mouse primary hepatocytes.

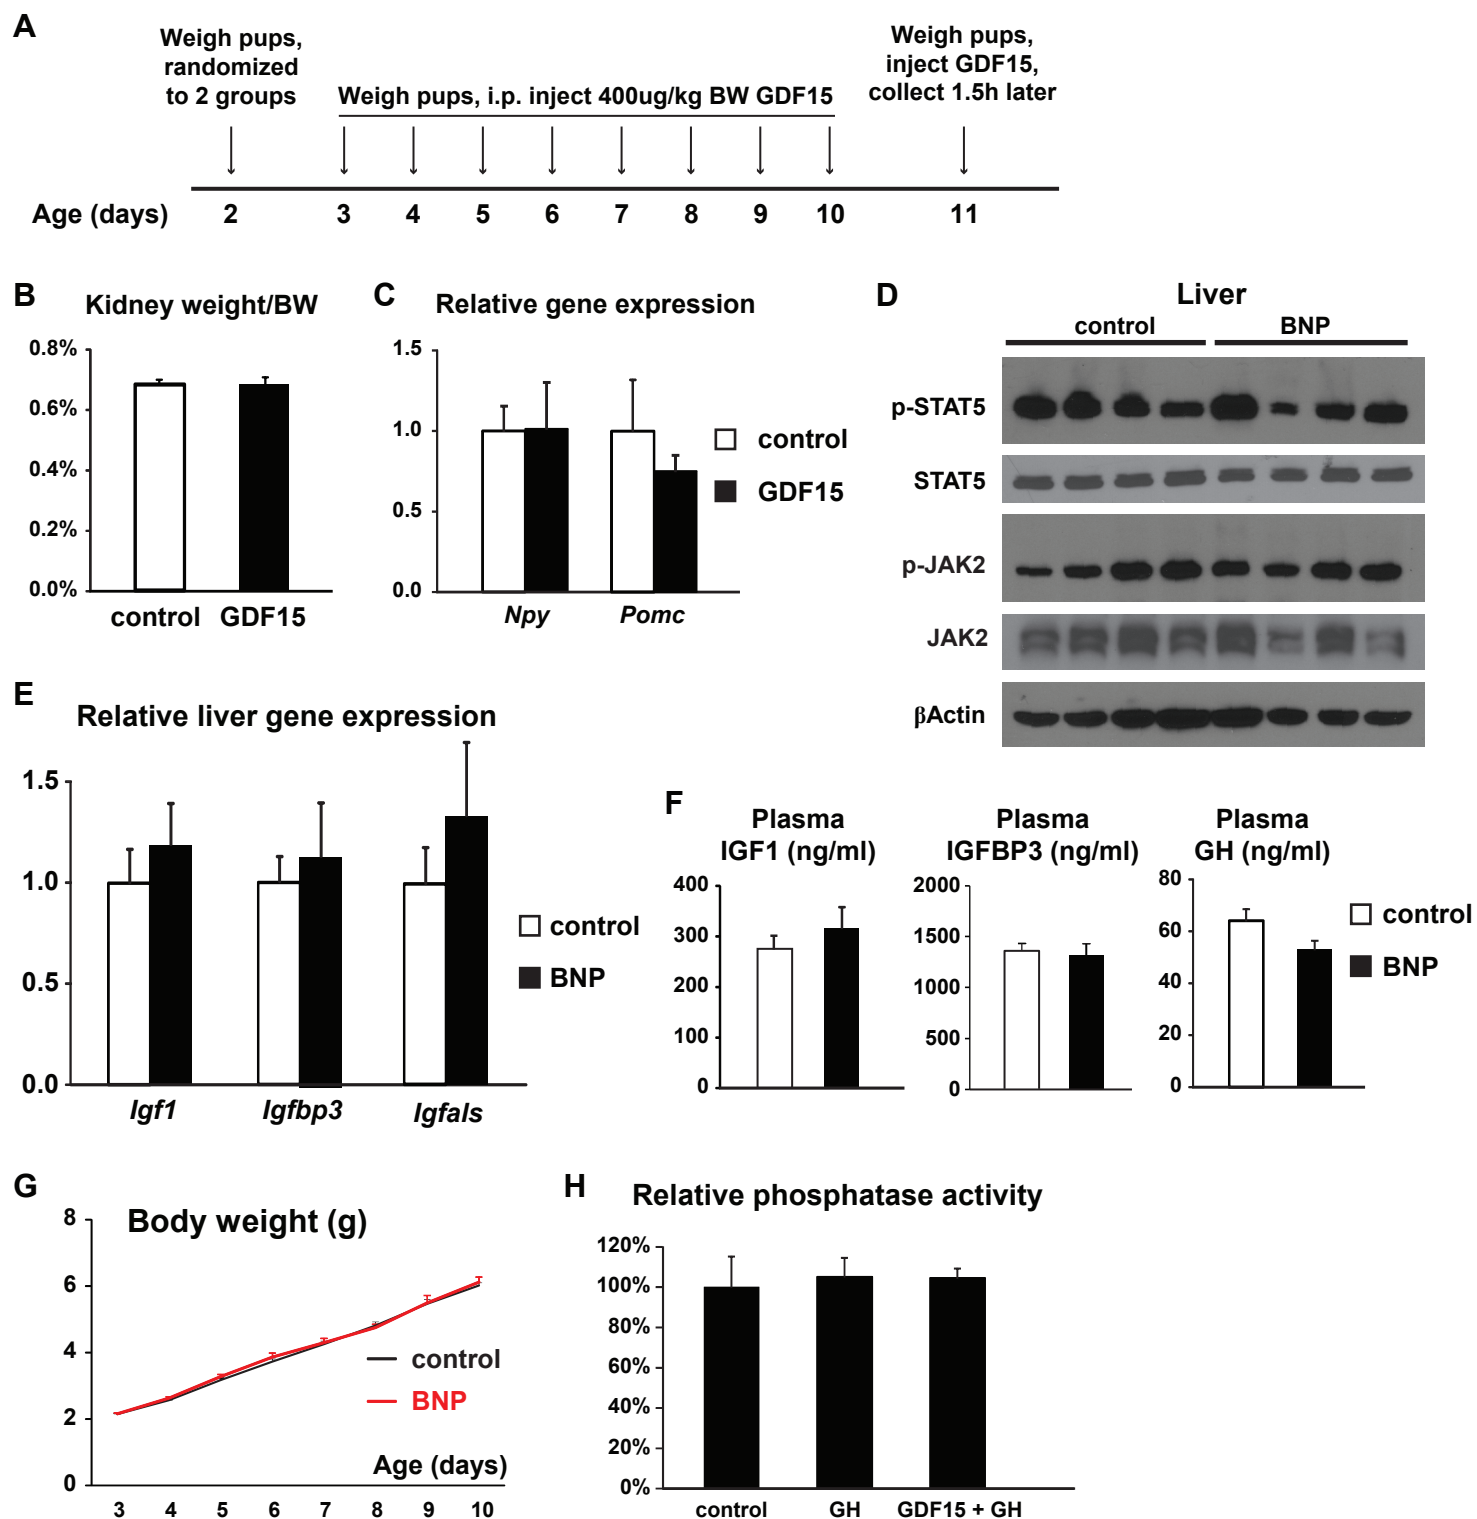

Appendix Figure S3. Impact of GDF15 and BNP on liver GH signaling and body growth.

- A** Scheme of long term GDF15 treatment in young WT mice. A similar scheme is used for long term BNP treatment in young WT mice.
- B** Relative kidney weight (normalized to body weight of individual mouse) of weight and gender-matched littermate WT mice injected with control or GDF15 (n=5).
- C** Expression of hypothalamic *Npy* and *Pomc* in weight and gender-matched littermate WT mice injected with control or GDF15 (n=5).
- D-G** Liver phosphorylated and total STAT5 and JAK2 levels (D), liver expression of STAT5 target genes *Igf1*, *Igfbp3* and *Igfals* (E), plasma IGF1, IGFBP3 and GH concentrations (F), and body weight (G) in weight and gender-matched littermate WT mice injected with control or BNP (n=4 mice per group, 500 μ g/kg BW daily i.p. injection from 3 days of age).
- H** Overnight-fasted (in DMEM) WT mouse primary hepatocytes (n=2) were first treated with 2 ng/ml GDF15 for 30 minutes, and then with 20 ng/ml GH for 15 minutes. Protein tyrosine phosphatase activities were measured and normalized to total cellular protein amount.

A

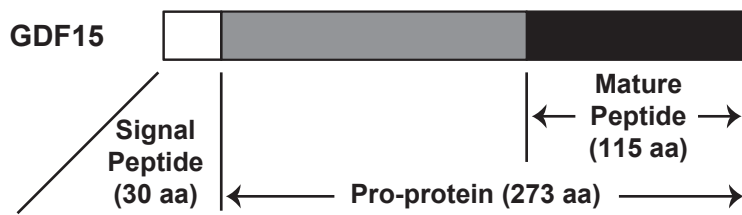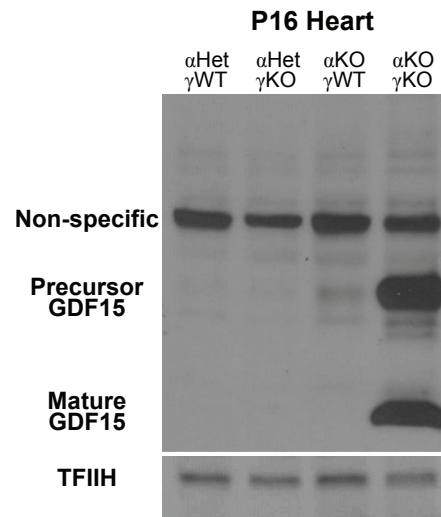

B

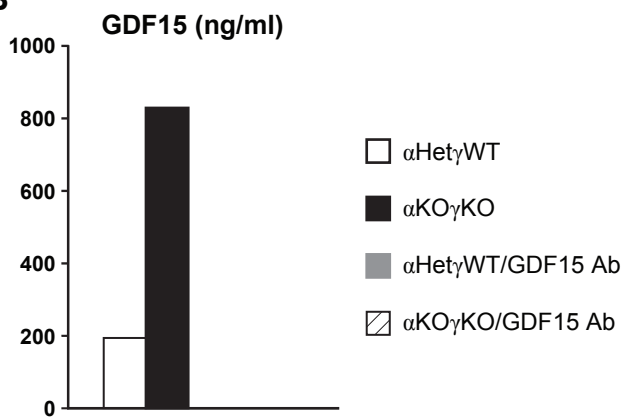

C

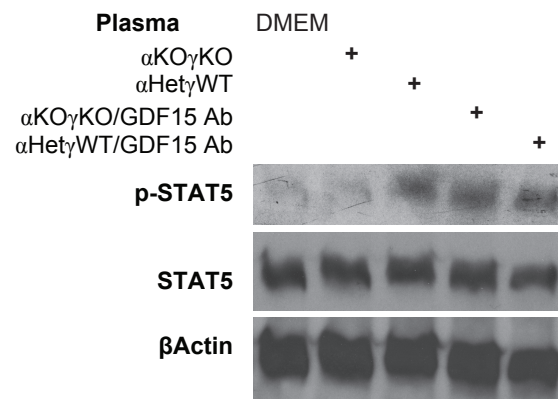

D

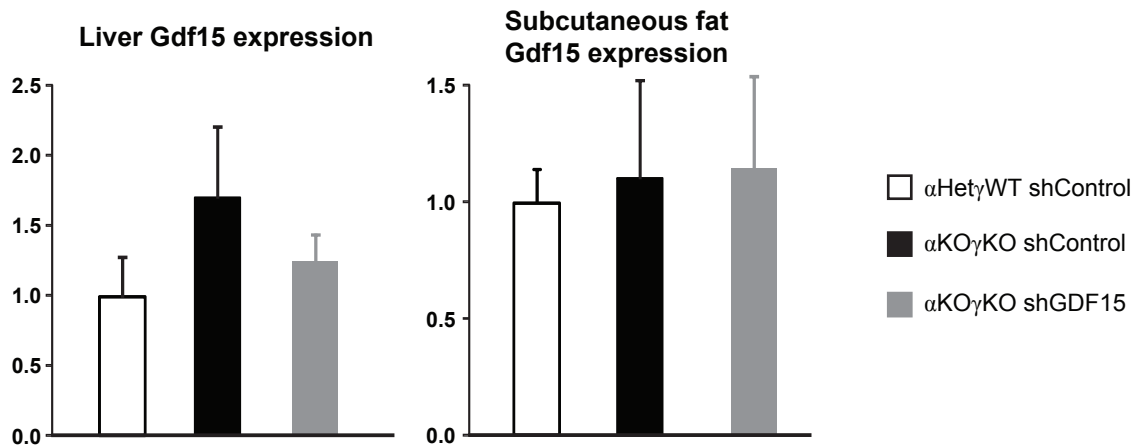

Appendix Figure S4. GDF15 is a major circulating factor in α KO γ KO plasma that inhibits hepatocyte GH signaling.

- A** Left: primary structure of mouse GDF15 protein (based on NP_035949.2). Right: GDF15 protein level in 16-day-old littermate mouse hearts determined by Western blot. TFIIH serves as loading control.
- B** Plasma GDF15 levels before and after GDF15 antibody incubation were measured by ELISA.
- C** WT mouse primary hepatocytes were treated for 1 hour with DMEM (control) or mouse plasma pre-incubated with GDF15 antibody. Phosphorylated and total STAT5 were determined by Western blot with β Actin as loading control.
- D** Liver and subcutaneous fat *Gdf15* expression in 9-10 days old littermate control and α KO γ KO mice (n=8-12 mice per group) that received pericardial injection of AAV9-control or *Gdf15* shRNA at 2 days of age. Values are mean + s.e.m.

Appendix Table S1. Relative plasma protein levels in 16-day-old α Het γ WT and α KO γ KO mice (n=3 mice per group) measured by SOMAscan. The proteins are ordered based on fold change (last column). The proteins labeled in blue fonts (end of table) were tested in Fig 3A.

TargetFullName	EntrezGene	α Het γ WT			α KO γ KO			α Het γ WT	α KO γ KO	t-test	Fold (α KO γ KO<br>/ α Het γ WT)
		#1	#2	#3	#1	#2	#3	Average	Average		
Insulin-like growth factor I	IGF1	20367.7	16447.2	18374.6	1991.2	1033.9	995.5	18396.5	1340.2	0.002	0.073
Complement C1q subcomponent	C1QA C1QB<br>C1QC	472.0	419.5	474.2	378.7	50.5	49.1	455.2	159.4	0.111	0.350
Insulin-like growth factor-binding protein 5	IGFBP5	107058.8	80090.1	95908.1	60254.3	17965.5	24462.8	94352.3	34227.5	0.025	0.363
Protein kinase B alpha/beta/gamma	AKT1 AKT2<br>AKT3	9017.7	8718.6	7651.4	7046.2	1055.7	1370.3	8462.6	3157.4	0.107	0.373
Platelet-derived growth factor subunit B	PDGFB	1003.7	1744.4	567.5	397.0	737.0	233.6	1105.2	455.9	0.190	0.412
Creatine kinase M-type:Creatine kinase B-type heterodimer	CKB CKM	6972.1	4723.2	4859.0	1220.9	2600.0	3269.9	5518.1	2363.6	0.030	0.428
Metalloproteinase inhibitor 3	TIMP3	18439.3	24492.2	13119.1	6810.9	13080.1	4347.4	18683.5	8079.5	0.068	0.432
Adenylate kinase isoenzyme 1	AK1	3773.9	9047.6	2458.6	1962.0	1982.3	2786.0	5093.4	2243.4	0.292	0.440
Fractalkine	CX3CL1	431.9	398.3	415.8	385.4	79.1	87.8	415.3	184.1	0.147	0.443
Kallikrein-12	KLK12	1696.5	1502.7	1726.9	1372.7	438.7	405.0	1642.0	738.8	0.098	0.450
DNA repair protein RAD51 homolog 1	RAD51	843.1	744.8	817.2	700.1	193.9	191.0	801.7	361.7	0.118	0.451
Semaphorin-3E	SEMA3E	188.7	159.8	224.2	92.2	80.6	89.2	190.9	87.3	0.027	0.457
Serine/threonine-protein kinase PAK 3	PAK3	611.0	543.6	584.4	525.6	136.8	140.7	579.7	267.7	0.134	0.462
Protein kinase C beta type (splice variant beta-II)	PRKCB	185.4	432.4	204.0	169.6	135.5	85.6	273.9	130.2	0.206	0.475
Angiopoietin-1	ANGPT1	2019.6	2355.6	1394.5	912.0	1140.4	706.2	1923.2	919.5	0.053	0.478
Cathepsin D	CTSD	1228.6	1238.4	1256.4	1164.6	342.5	322.6	1241.1	609.9	0.151	0.491
Interleukin-37	IL37	493.3	391.8	412.1	425.4	110.2	114.2	432.4	216.6	0.167	0.501
Vascular cell adhesion protein 1	VCAM1	2918.5	2556.6	2665.1	2788.4	768.6	655.5	2713.4	1404.2	0.197	0.517
Casein kinase II 2-alpha:2-beta heterotetramer	CSNK2A1<br>CSNK2B	2185.0	5778.1	5298.0	1695.8	3429.1	1807.0	4420.4	2310.6	0.194	0.523
Fibroblast growth factor 1	FGF1	1719.8	3544.5	1345.0	813.0	818.3	1865.9	2203.1	1165.7	0.268	0.529
Tyrosine-protein kinase ZAP-70	ZAP70	1725.8	1626.3	1740.7	1697.4	499.9	509.9	1697.6	902.4	0.183	0.532
Allograft inflammatory factor 1	AIF1	938.4	1290.3	1326.1	826.2	619.8	475.5	1184.9	640.5	0.029	0.541
Lymphotoxin alpha2:beta1	LTA LTB	710.0	725.2	823.8	562.0	359.6	325.1	753.0	415.6	0.028	0.552

Tumor necrosis factor receptor superfamily member 11B	TNFRSF11B	4213.5	4039.8	4607.0	3561.5	1887.3	1775.5	4286.8	2408.1	0.073	0.562
Apolipoprotein E	APOE	481.6	596.7	549.8	449.8	257.5	209.0	542.7	305.4	0.066	0.563
High mobility group protein B1	HMGB1	2420.9	4841.1	2904.2	2270.1	1760.2	1707.3	3388.7	1912.5	0.178	0.564
Glutamate carboxypeptidase 2	FOLH1	1091.8	1003.9	1086.2	1022.7	387.6	404.8	1060.6	605.0	0.159	0.570
Cyclin-dependent kinase 5:Cyclin-dependent kinase 5 activator 1 complex	CDK5 CDK5R1	624.6	562.8	603.9	595.0	211.7	223.2	597.1	343.3	0.179	0.575
Corticotropin	POMC	539.9	471.6	779.6	467.8	256.0	309.9	597.0	344.6	0.098	0.577
Pulmonary surfactant-associated protein D	SFTPD	52307.4	82092.6	61360.4	28529.0	43598.7	42521.2	65253.5	38216.3	0.072	0.586
Aspartate aminotransferase, cytoplasmic	GOT1	9515.1	6838.2	7210.2	4459.6	4648.8	4736.2	7854.5	4614.9	0.059	0.588
Junctional adhesion molecule B	JAM2	1056.2	1269.6	1306.5	793.6	703.7	644.0	1210.8	713.8	0.010	0.590
Mast/stem cell growth factor receptor Kit	KIT	265.1	292.3	283.2	243.0	129.8	125.3	280.2	166.0	0.092	0.593
Interleukin-16	IL16	2110.4	2468.2	1978.9	2215.4	781.5	933.8	2185.8	1310.2	0.186	0.599
GTP-binding nuclear protein Ran	RAN	185.9	672.8	434.4	300.5	260.6	214.5	431.0	258.5	0.344	0.600
Fatty acid-binding protein, heart	FABP3	5997.2	11190.9	3333.2	4433.5	3350.1	4614.3	6840.4	4132.6	0.361	0.604
Complement component C8	C8A C8B C8G	1163.3	1083.6	1135.2	1079.3	497.8	480.6	1127.4	685.9	0.152	0.608
Advanced glycosylation end product-specific receptor, soluble	AGER	116.6	92.6	227.2	96.4	82.8	86.7	145.5	88.6	0.303	0.609
Death-associated protein kinase 2	DAPK2	2090.1	3956.5	4529.6	1854.2	3069.6	1535.8	3525.4	2153.2	0.203	0.611
Chordin-like protein 1	CHRD1	1591.4	1473.0	1503.1	1671.7	482.8	637.2	1522.5	930.6	0.253	0.611
Cofilin-1	CFL1	1693.2	1763.7	1829.1	1525.9	894.8	853.9	1762.0	1091.5	0.087	0.619
Vascular endothelial growth factor receptor 3	FLT4	9553.3	8203.5	8573.0	5188.6	5876.8	5294.3	8776.6	5453.2	0.005	0.621
Low molecular weight phosphotyrosine protein phosphatase	ACP1	588.8	985.2	1036.3	502.0	673.1	447.2	870.1	540.8	0.131	0.621
Interleukin-13 receptor subunit alpha-1	IL13RA1	490.7	429.8	417.8	279.8	259.9	292.2	446.1	277.3	0.009	0.622
Gro-beta/gamma	CXCL3 CXCL2	4833.9	5662.7	4810.7	3113.2	4382.4	2029.6	5102.4	3175.1	0.089	0.622
Complement C3b, inactivated	C3	4759.4	3942.3	4107.1	1640.6	3279.3	3120.9	4269.6	2680.3	0.074	0.628
Follicle stimulating hormone	CGA FSHB	100.7	69.5	98.7	71.2	56.4	42.3	89.6	56.6	0.067	0.632
Carbonic anhydrase-related protein 10	CA10	248.9	217.6	238.3	241.5	100.1	105.3	234.9	149.0	0.201	0.634
Ubiquitin-conjugating enzyme E2 N	UBE2N	11433.4	18023.0	20659.9	9203.8	13578.8	9297.2	16705.4	10693.3	0.147	0.640
Importin subunit beta-1	KPNB1	10500.6	21177.2	18454.6	9694.0	16446.2	6174.7	16710.8	10771.6	0.248	0.645
Coagulation Factor V	F5	36228.4	32792.6	30620.4	19819.5	17323.1	27130.7	33213.8	21424.4	0.037	0.645

Tumor necrosis factor receptor superfamily member 3	LTBR	2008.3	1930.8	2195.6	1726.5	1164.7	1088.5	2044.9	1326.6	0.055	0.649
Stress-induced-phosphoprotein 1	STIP1	11072.7	22296.9	21811.6	9894.9	16575.8	9379.6	18393.7	11950.1	0.224	0.650
Tartrate-resistant acid phosphatase type 5	ACP5	3975.4	3474.6	3963.9	2631.5	2077.7	2794.7	3804.6	2501.3	0.010	0.657
Copine-1	CPNE1	167.1	313.9	286.6	169.1	200.7	135.4	255.9	168.4	0.182	0.658
Biglycan	BGN	4608.8	3740.4	3769.2	3510.8	2428.7	2066.7	4039.5	2668.7	0.067	0.661
Vacuolar protein sorting-associated protein VTA1 homolog	VTA1	1999.7	3679.6	3586.7	1864.0	2665.2	1658.1	3088.7	2062.4	0.195	0.668
Ectodysplasin-A, secreted form	EDA	774.1	704.2	806.6	759.6	382.7	387.5	761.6	509.9	0.176	0.670
Hemoglobin	HBA1 HBB	77662.6	76719.8	85462.7	76318.8	85684.1	134.4	79948.4	54045.8	0.440	0.676
Insulin-like growth factor-binding protein 4	IGFBP4	208.7	213.3	217.7	148.6	145.9	141.1	213.2	145.2	0.000	0.681
Secreted frizzled-related protein 3	FRZB	1397.3	1409.4	1442.7	1370.3	754.0	770.2	1416.5	964.8	0.155	0.681
Killer cell immunoglobulin-like receptor 2DL4	KIR2DL4	382.4	754.5	637.8	335.5	558.3	319.4	591.6	404.4	0.243	0.684
Ephrin type-A receptor 1	EPHA1	1062.9	780.8	780.3	665.9	616.8	512.6	874.7	598.4	0.081	0.684
Desmoglein-1	DSG1	999.3	986.9	1024.7	962.4	544.9	556.2	1003.6	687.8	0.147	0.685
Tropomyosin beta chain	TPM2	1228.4	1004.2	1160.8	1208.5	532.7	591.2	1131.1	777.5	0.239	0.687
Heterogeneous nuclear ribonucleoprotein A/B	HNRNPAB	11107.5	16724.1	14947.5	9448.2	10251.8	9761.4	14259.7	9820.5	0.113	0.689
Connective tissue growth factor	CTGF	724.5	687.2	639.2	438.0	438.8	538.0	683.6	471.6	0.008	0.690
Apoptosis regulator Bcl-2	BCL2	327.0	379.4	374.3	279.5	245.4	221.3	360.2	248.7	0.009	0.690
Transforming growth factor beta-1	TGFB1	816.0	809.0	829.6	708.0	476.3	511.4	818.2	565.2	0.072	0.691
C-C motif chemokine 28	CCL28	301.3	304.2	338.5	286.7	178.4	190.0	314.7	218.4	0.094	0.694
GDNF family receptor alpha-2	GFRA2	4763.1	4227.6	4219.1	3202.9	3335.5	2676.2	4403.3	3071.5	0.008	0.698
Receptor-type tyrosine-protein kinase FLT3	FLT3	876.8	1355.0	1404.8	777.0	1018.7	753.5	1212.2	849.7	0.152	0.701
Phosphatidylinositol 4,5-bisphosphate 3-kinase catalytic subunit gamma isoform	PIK3CG	516.5	525.6	497.8	507.7	295.0	276.8	513.3	359.8	0.173	0.701
Proliferation-associated protein 2G4	PA2G4	6892.6	14550.7	14139.9	7361.2	11707.7	5895.8	11861.1	8321.6	0.316	0.702
Inosine-5'-monophosphate dehydrogenase 1	IMPDH1	4061.4	7371.6	7048.4	3335.5	5908.2	3723.2	6160.5	4322.3	0.242	0.702
Cyclin-dependent kinase 8:Cyclin-C complex	CDK8 CCNC	571.5	564.4	573.1	557.9	322.2	319.4	569.7	399.8	0.165	0.702
Reticulon-4 receptor	RTN4R	2131.8	1738.9	1991.1	1486.8	1145.8	1499.2	1953.9	1377.3	0.024	0.705
Thyroid peroxidase	TPO	860.4	851.8	973.3	753.2	558.5	597.2	895.2	636.3	0.028	0.711
Junctional adhesion molecule C	JAM3	703.4	1118.3	1063.2	560.4	848.8	642.5	961.6	683.9	0.160	0.711

Peptidyl-prolyl cis-trans isomerase D	PPID	2997.9	4964.9	5261.4	2568.0	4466.5	2379.0	4408.1	3137.8	0.262	0.712
NAD-dependent protein deacetylase sirtuin-2	SIRT2	12524.9	21262.8	23076.5	11701.0	17447.1	11488.9	18954.7	13545.7	0.242	0.715
Protein kinase C alpha type	PRKCA	2126.4	4335.7	2317.3	2455.7	2882.6	941.2	2926.5	2093.2	0.418	0.715
Cyclin-dependent kinase 2:Cyclin-A2 complex	CDK2 CCNA2	575.8	803.9	711.1	425.5	598.9	471.5	696.9	498.6	0.082	0.715
40S ribosomal protein S7	RPS7	3169.6	9696.9	5757.9	3896.2	7255.8	2175.5	6208.1	4442.5	0.507	0.716
Inorganic pyrophosphatase	PPA1	11346.6	9789.0	10668.8	7743.4	8035.2	7040.7	10601.5	7606.4	0.008	0.717
beta-adrenergic receptor kinase 1	ADRBK1	847.6	1339.3	955.0	779.9	819.7	661.6	1047.3	753.7	0.180	0.720
Low affinity immunoglobulin epsilon Fc receptor	FCER2	442.6	457.0	459.3	410.3	294.9	273.5	453.0	326.2	0.094	0.720
Heparin cofactor 2	SERPIND1	95764.5	74814.3	87775.9	58372.6	60809.2	67000.0	86118.2	62060.6	0.043	0.721
Drebrin-like protein	DBNL	637.2	1249.4	874.9	639.1	802.0	550.8	920.5	664.0	0.286	0.721
L-Selectin	SELL	337.1	591.9	461.4	305.4	399.7	298.8	463.5	334.6	0.216	0.722
Inhibin beta A chain	INHBA	5163.8	3713.7	3976.2	3748.0	2505.3	3084.7	4284.6	3112.7	0.113	0.726
Ribosomal protein S6 kinase alpha-5	RPS6KA5	37.5	60.5	50.0	29.8	44.7	33.3	49.3	35.9	0.180	0.728
SUMO-conjugating enzyme UBC9	UBE2I	3358.5	4891.9	4686.4	2798.2	3714.6	2957.2	4312.3	3156.7	0.123	0.732
Troponin I, cardiac muscle	TNNI3	5299.9	14526.6	2844.7	5743.2	2784.1	8071.2	7557.1	5532.8	0.641	0.732
Growth/differentiation factor 5	GDF5	359.0	397.8	387.1	285.7	287.7	265.7	381.3	279.7	0.004	0.734
Amphiregulin	AREG	456.2	745.1	707.8	382.6	590.4	427.8	636.4	466.9	0.208	0.734
Cytokine receptor common subunit gamma	IL2RG	548.5	915.9	814.4	452.5	703.3	518.6	759.6	558.1	0.213	0.735
Rab GDP dissociation inhibitor beta	GDI2	40349.5	41216.1	44228.0	29558.4	36189.8	26715.0	41931.2	30821.1	0.043	0.735
Pyridoxal phosphate phosphatase	PDXP	586.2	986.4	936.5	458.7	795.9	590.8	836.4	615.1	0.242	0.735
Tumor necrosis factor receptor superfamily member 13B	TNFRSF13B	243.6	251.0	251.1	220.0	158.7	171.2	248.6	183.3	0.071	0.737
Serine/threonine-protein kinase receptor R3	ACVRL1	337.7	373.9	376.3	294.1	263.8	244.9	362.6	267.6	0.008	0.738
Arginase-1	ARG1	352.7	363.8	352.4	335.6	222.6	230.9	356.3	263.0	0.123	0.738
Cadherin-12	CDH12	200.3	286.2	254.4	166.3	201.8	179.3	247.0	182.5	0.109	0.739
Fibroblast growth factor 16	FGF16	397.7	600.8	544.0	317.1	474.6	351.0	514.2	380.9	0.163	0.741
Catalase	CAT	7708.6	14513.2	17354.0	7615.3	15381.2	6394.7	13191.9	9797.1	0.445	0.743
Complement factor H-related protein 5	CFHR5	221.1	347.2	275.8	197.8	240.1	189.4	281.4	209.1	0.176	0.743
Coagulation Factor X	F10	250.6	237.4	213.8	186.2	153.7	182.4	233.9	174.1	0.016	0.744
Protein jagged-1	JAG1	2485.9	2039.0	2122.1	1785.3	1480.9	1706.4	2215.7	1657.5	0.034	0.748
Complement factor D	CFD	558.4	513.0	559.4	563.7	330.9	326.6	543.6	407.1	0.220	0.749

Superoxide dismutase [Cu-Zn]	SOD1	245.5	365.9	332.2	213.6	272.3	222.2	314.5	236.0	0.147	0.750
Dickkopf-like protein 1	DKKL1	1383.1	2116.0	2060.5	1209.5	1757.5	1207.6	1853.2	1391.5	0.201	0.751
Programmed cell death 1 ligand 2	PDCD1LG2	228.8	361.4	312.0	187.3	290.0	200.8	300.7	226.0	0.214	0.752
Creatine kinase M-type	CKM	2309.6	2173.7	1560.7	1412.2	1471.9	1660.3	2014.7	1514.8	0.153	0.752
Platelet-derived growth factor subunit A	PDGFA	344.6	435.6	367.1	271.3	299.5	292.1	382.4	287.6	0.063	0.752
Interferon gamma	IFNG	237.9	371.3	327.3	204.2	276.6	225.6	312.2	235.5	0.182	0.754
Acid sphingomyelinase-like phosphodiesterase 3a	SMPDL3A	10291.2	14302.3	12579.3	7648.7	10517.8	9899.7	12390.9	9355.4	0.110	0.755
Casein kinase II 2-alpha':2-beta heterotetramer	CSNK2A2<br>CSNK2B	91.6	191.6	138.5	76.2	156.7	85.8	140.6	106.2	0.423	0.756
Casein kinase II subunit alpha	CSNK2A1	128.1	173.1	171.2	113.4	132.8	112.4	157.5	119.5	0.107	0.759
Glycogen synthase kinase-3 alpha/beta	GSK3A GSK3B	3503.0	5326.7	5697.3	3795.2	3892.7	3344.7	4842.3	3677.5	0.224	0.759
ATP synthase subunit beta, mitochondrial	ATP5B	621.2	627.3	768.5	582.4	521.3	432.1	672.3	511.9	0.070	0.761
Endoplasmic reticulum aminopeptidase 1	ERAP1	185.1	250.5	272.9	193.4	174.3	173.9	236.2	180.5	0.163	0.764
Prostaglandin G/H synthase 2	PTGS2	250.0	425.2	281.0	234.9	251.1	245.2	318.7	243.7	0.299	0.765
Prefoldin subunit 5	PFDN5	522.6	689.1	648.6	556.7	496.4	373.1	620.1	475.4	0.122	0.767
CD27 antigen	CD27	31173.8	25967.0	28832.9	16978.2	20783.7	28151.6	28657.9	21971.2	0.167	0.767
Delta-like protein 1	DLL1	2848.3	2392.4	2445.0	2076.7	1753.7	2067.8	2561.9	1966.1	0.033	0.767
Interleukin-23 receptor	IL23R	226.7	333.2	320.3	195.8	270.2	210.0	293.4	225.3	0.178	0.768
Interleukin-22	IL22	204.7	268.7	263.0	167.0	212.3	186.4	245.5	188.6	0.091	0.768
Platelet-activating factor acetylhydrolase IB subunit beta	PAFAH1B2	833.5	1122.4	1288.2	712.0	978.1	805.7	1081.4	831.9	0.197	0.769
Dickkopf-related protein 4	DKK4	2035.0	1896.3	2104.7	1638.9	1339.8	1666.3	2012.0	1548.3	0.028	0.770
Ubiquitin-conjugating enzyme E2 L3	UBE2L3	391.4	601.5	580.0	319.3	494.5	397.2	524.3	403.7	0.228	0.770
Desmoglein-2	DSG2	478.5	401.3	1882.6	375.0	353.2	1400.8	920.8	709.7	0.741	0.771
Protein 4.1	EPB41	2432.6	6177.9	4298.9	3550.9	4353.7	2073.4	4303.1	3326.0	0.493	0.773
Tyrosine-protein kinase Yes	YES1	567.2	728.2	767.7	522.9	605.1	466.8	687.7	531.6	0.111	0.773
Tyrosine-protein phosphatase non-receptor type 1	PTPN1	2180.8	2167.1	2198.7	2056.4	1493.3	1516.0	2182.2	1688.6	0.115	0.774
Calcineurin subunit B type 1	PPP3R1	4698.0	6486.1	6715.4	3661.5	5815.8	4403.4	5966.5	4626.9	0.210	0.775
DNA topoisomerase 1	TOP1	224.0	294.7	293.8	204.1	238.2	189.2	270.8	210.5	0.107	0.777
Tyrosine-protein kinase CSK	CSK	2982.9	4870.6	3561.9	2928.6	3792.1	2155.2	3805.1	2958.6	0.313	0.778
Endothelin-converting enzyme 1	ECE1	442.0	616.4	584.4	368.7	499.1	410.7	547.6	426.2	0.147	0.778
UMP-CMP kinase	CMPK1	2206.4	2783.7	3416.0	1734.6	2521.9	2286.8	2802.0	2181.1	0.223	0.778

Immunoglobulin G	IGHG1 IGHG2<br>IGHG3 IGHG4<br>IGK IGL	420.5	678.4	608.0	354.8	550.8	423.3	569.0	443.0	0.265	0.779
Nascent polypeptide-associated complex subunit alpha	NACA	4825.7	7647.9	8541.6	4691.5	7220.7	4477.4	7005.1	5463.2	0.343	0.780
Interleukin-1 receptor-like 2	IL1RL2	226.8	241.9	241.5	194.0	182.8	178.9	236.7	185.2	0.002	0.782
Kremen protein 2	KREMEN2	684.7	695.4	718.6	661.5	492.3	488.4	699.6	547.4	0.112	0.782
Apolipoprotein E (isoform E2)	APOE	300.1	425.7	350.8	257.2	305.7	281.2	358.9	281.4	0.156	0.784
cGMP-dependent 3',5'-cyclic phosphodiesterase	PDE2A	5359.4	7378.0	7542.4	4441.2	6685.2	4812.1	6759.9	5312.8	0.217	0.786
Histone deacetylase 8	HDAC8	723.4	740.7	773.6	736.3	511.9	513.2	745.9	587.1	0.163	0.787
1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase gamma-1	PLCG1	319.0	245.9	306.5	253.9	214.9	217.5	290.5	228.8	0.093	0.788
NSFL1 cofactor p47	NSFL1C	353.0	508.6	420.5	348.4	418.9	244.6	427.4	337.3	0.255	0.789
Peroxiredoxin-6	PRDX6	1556.5	1516.6	1772.9	1249.8	1696.8	881.3	1615.3	1276.0	0.284	0.790
Interleukin-17F	IL17F	72.5	71.9	77.2	70.4	49.7	55.1	73.9	58.4	0.122	0.791
Luteinizing hormone	CGA LHB	215.4	338.5	300.2	191.9	268.4	215.9	284.7	225.4	0.251	0.792
Kallikrein-6	KLK6	1902.4	1662.5	1670.0	1455.8	1475.9	1213.2	1745.0	1381.6	0.035	0.792
40S ribosomal protein SA	RPSA	1533.8	1306.6	1415.6	1068.4	1194.0	1114.8	1418.7	1125.7	0.028	0.794
Troponin I, fast skeletal muscle	TNNI2	2539.6	2074.2	2472.6	2687.7	1262.7	1672.8	2362.1	1874.4	0.371	0.794
C-C motif chemokine 1	CCL1	1281.9	1089.4	1233.6	1236.1	795.5	832.1	1201.6	954.6	0.215	0.794
Tyrosine-protein kinase JAK2	JAK2	714.0	602.6	595.2	479.1	468.7	572.3	637.3	506.7	0.063	0.795
Matrix metalloproteinase-17	MMP17	255.5	263.4	244.5	204.6	209.3	193.6	254.5	202.5	0.002	0.796
NKG2D ligand 3	ULBP3	102.3	144.1	139.2	86.9	121.6	98.5	128.5	102.3	0.196	0.796
Coagulation factor IX	F9	126541.9	91636.1	115667.0	88241.0	79804.8	97772.4	111281.7	88606.1	0.146	0.796
Low-density lipoprotein receptor-related protein 8	LRP8	301.6	305.7	325.8	253.4	240.5	249.6	311.0	247.8	0.005	0.797
C-C motif chemokine 5	CCL5	261.9	353.2	328.6	217.0	285.0	250.2	314.6	250.7	0.137	0.797
Methionine aminopeptidase 2	METAP2	7391.9	18779.2	12962.2	10975.6	12010.2	8262.9	13044.4	10416.2	0.515	0.799
Dermatopontin	DPT	4339.3	3483.4	3549.4	3489.2	2395.9	3204.2	3790.7	3029.8	0.152	0.799
Oncostatin-M	OSM	777.6	712.1	1017.2	732.6	573.0	699.1	835.6	668.2	0.207	0.800
Adiponectin	ADIPOQ	59.7	76.0	64.5	45.9	59.6	54.6	66.7	53.4	0.103	0.800
Laminin	LAMA1<br>LAMB1<br>LAMC1	84.1	107.9	100.1	67.5	90.3	76.6	97.4	78.1	0.117	0.802
Fibroblast growth factor 8 isoform A	FGF8	69.4	101.3	94.4	63.3	83.1	66.4	88.4	70.9	0.216	0.803
Dickkopf-related protein 1	DKK1	1604.2	1540.2	1766.3	1316.1	1149.7	1482.1	1636.9	1316.0	0.059	0.804

Histone-lysine N-methyltransferase EHMT2	EHMT2	1773.6	1715.4	1913.3	1116.8	1401.3	1827.5	1800.8	1448.5	0.225	0.804
Creatine kinase B-type	CKB	1297.5	829.3	1248.5	939.7	790.3	987.8	1125.1	905.9	0.276	0.805
Mitogen-activated protein kinase 1	MAPK1	560.8	771.4	660.5	513.4	567.6	525.6	664.2	535.5	0.161	0.806
Vascular endothelial growth factor receptor 2	KDR	790.8	1179.5	1168.9	715.7	1066.8	750.3	1046.4	844.3	0.301	0.807
AH receptor-interacting protein	AIP	352.1	474.4	459.5	317.6	377.0	343.0	428.7	345.9	0.152	0.807
Transforming growth factor-beta-induced protein ig-h3	TGFBI	38395.9	30011.2	38790.0	32550.9	20924.4	33073.6	35732.4	28849.6	0.239	0.807
Vitamin K-dependent protein C	PROC	149.3	205.4	180.9	140.3	154.6	137.7	178.5	144.2	0.160	0.808
Calcium/calmodulin-dependent protein kinase kinase 1	CAMKK1	212.3	326.1	291.0	192.0	266.5	212.1	276.5	223.5	0.270	0.809
Calcium/calmodulin-dependent protein kinase type II subunit beta	CAMK2B	505.9	732.5	445.1	471.2	447.5	444.0	561.2	454.2	0.346	0.809
Membrane frizzled-related protein	MFRP	101823.6	93145.0	79481.5	75435.7	78689.1	68222.9	91483.4	74115.9	0.099	0.810
Fibroblast growth factor receptor 2	FGFR2	268.7	77.4	356.6	191.1	74.9	303.4	234.2	189.8	0.696	0.810
3-hydroxy-3-methylglutaryl-coenzyme A reductase	HMGCR	148.5	162.9	149.0	141.5	111.9	119.7	153.5	124.4	0.061	0.810
Neurexophilin-1	NXPH1	1291.4	1424.1	1119.1	1108.6	1107.9	895.9	1278.2	1037.5	0.104	0.812
Alcohol dehydrogenase [NADP(+)]	AKR1A1	38392.8	28180.0	30431.5	25927.6	29308.4	23594.2	32334.8	26276.7	0.181	0.813
Inhibitor of growth protein 1	ING1	842.2	1126.9	1118.7	677.5	930.4	902.4	1029.3	836.8	0.195	0.813
Extracellular matrix protein 1	ECM1	226.1	223.4	231.4	235.9	162.2	155.9	227.0	184.7	0.241	0.814
Tumor necrosis factor ligand superfamily member 11	TNFSF11	197.4	222.7	239.0	179.8	191.2	165.5	219.7	178.8	0.056	0.814
Cyclin-dependent kinase inhibitor 1B	CDKN1B	290.4	414.4	393.1	294.9	308.8	290.2	366.0	298.0	0.216	0.814
C-X-C motif chemokine 5	CXCL5	274.6	291.3	319.2	246.6	240.4	233.8	295.0	240.3	0.043	0.814
SLIT and NTRK-like protein 5	SLITRK5	2088.8	1373.8	1574.7	1539.6	1114.2	1449.8	1679.1	1367.9	0.293	0.815
Ubiquitin	RPS27A	57186.6	70672.6	86911.8	58837.3	65149.3	51144.9	71590.3	58377.2	0.263	0.815
Seizure 6-like protein 2	SEZ6L2	350.4	501.1	471.7	287.5	423.4	368.8	441.1	359.9	0.254	0.816
Kinesin-like protein KIF23	KIF23	151.6	234.3	204.8	148.8	184.4	148.9	196.9	160.7	0.274	0.816
Malate dehydrogenase, cytoplasmic	MDH1	138773.9	136748.8	100111.6	92786.3	106056.0	107943.8	125211.4	102262.0	0.201	0.817
Beta-endorphin	POMC	148.0	140.0	182.4	145.1	113.1	126.0	156.8	128.1	0.154	0.817
Neuronal cell adhesion molecule	NRCAM	1036.5	821.9	944.6	760.7	688.1	841.0	934.3	763.3	0.096	0.817
Calcium/calmodulin-dependent protein kinase type II subunit delta	CAMK2D	1495.9	1889.6	1267.0	1309.2	1266.6	1225.3	1550.8	1267.0	0.258	0.817
Protein disulfide-isomerase A3	PDIA3	705.4	987.9	995.7	612.8	890.4	693.9	896.3	732.4	0.265	0.817

Opioid-binding protein/cell adhesion molecule	OPCML	1859.8	1685.5	1712.2	1586.6	1535.2	1175.9	1752.5	1432.6	0.117	0.817
SHC-transforming protein 1	SHC1	2972.5	3943.6	4153.6	2950.5	3589.6	2519.4	3689.9	3019.8	0.236	0.818
Interleukin-2 receptor subunit alpha	IL2RA	1223.1	362.7	379.3	953.5	319.3	337.1	655.0	536.6	0.755	0.819
Decorin	DCN	186.3	259.6	234.6	167.3	214.3	176.0	226.8	185.9	0.199	0.819
Bone morphogenetic protein 1	BMP1	9811.2	7872.6	8696.7	6776.5	6628.3	8212.3	8793.5	7205.7	0.104	0.819
Peptidyl-prolyl cis-trans isomerase E	PPIE	244.3	343.7	326.7	241.0	272.4	237.3	304.9	250.2	0.210	0.821
Kallikrein-14	KLK14	2327.6	3316.6	3199.5	1992.8	3026.5	2242.6	2947.9	2420.6	0.298	0.821
Calcium/calmodulin-dependent protein kinase type 1D	CAMK1D	661.3	624.0	677.5	623.5	484.7	503.7	654.3	537.3	0.101	0.821
Hyaluronan and proteoglycan link protein 1	HAPLN1	24298.0	18879.8	21487.2	17632.5	16137.4	19334.8	21555.0	17701.6	0.117	0.821
Complement component C6	C6	492.5	549.8	523.6	385.2	449.8	453.2	522.0	429.4	0.032	0.823
Eukaryotic translation initiation factor 5A-1	EIF5A	11847.4	24206.0	21496.3	15059.0	20667.2	11695.4	19183.2	15807.2	0.506	0.824
Ephrin type-B receptor 6	EPHB6	12137.9	8943.9	11473.0	9973.8	7448.5	9416.0	10851.6	8946.1	0.203	0.824
Macrophage scavenger receptor types I and II	MSR1	319.1	368.2	390.0	242.6	311.0	336.3	359.1	296.6	0.154	0.826
DnaJ homolog subfamily B member 1	DNAJB1	116.1	230.2	210.2	138.7	200.9	120.4	185.5	153.3	0.499	0.827
Mannose-binding protein C	MBL2	217.1	302.4	285.6	179.1	248.1	238.8	268.4	222.0	0.245	0.827
Retinol-binding protein 4	RBP4	344.1	535.1	413.9	362.1	402.5	308.8	431.0	357.8	0.326	0.830
Serine/threonine-protein kinase 17B	STK17B	1511.6	1950.7	2170.9	1316.6	1799.1	1562.5	1877.7	1559.4	0.260	0.830
Growth-regulated alpha protein	CXCL1	394.4	427.5	453.3	341.1	366.5	351.5	425.1	353.0	0.036	0.831
Retinoic acid receptor responder protein 2	RARRES2	84182.5	68765.5	76084.7	66721.4	51617.8	72024.0	76344.2	63454.4	0.170	0.831
Heterogeneous nuclear ribonucleoproteins A2/B1	HNRNPA2B1	36132.1	40899.8	39119.4	29582.4	32715.0	34408.9	38717.1	32235.4	0.031	0.833
Glycylpeptide N-tetradecanoyltransferase 1	NMT1	671.2	960.9	1033.2	637.7	850.8	730.7	888.4	739.7	0.322	0.833
Complement decay-accelerating factor	CD55	118.7	165.2	140.8	114.6	125.3	113.9	141.6	117.9	0.215	0.833
Elongation factor 1-beta	EEF1B2	435.0	629.9	566.2	370.1	574.1	415.1	543.7	453.1	0.344	0.833
Interleukin-5	IL5	3644.4	4404.3	5073.7	2830.7	4000.6	4108.8	4374.1	3646.7	0.279	0.834
Erythropoietin receptor	EPOR	92187.3	91829.6	75512.8	74672.7	74288.9	67617.5	86509.9	72193.0	0.106	0.835
Serine/threonine-protein kinase 16	STK16	496.7	492.1	487.9	462.4	378.0	393.5	492.2	411.3	0.088	0.836
Prolactin	PRL	1020.9	1306.6	1205.9	845.8	1087.0	1024.4	1177.8	985.7	0.159	0.837

Tumor necrosis factor receptor superfamily member 25	TNFRSF25	125.8	92.6	321.5	99.0	77.4	275.6	180.0	150.7	0.774	0.837
C-C motif chemokine 23	CCL23	89.1	84.3	84.1	81.8	65.6	68.5	85.8	72.0	0.097	0.838
C-type lectin domain family 7 member A	CLEC7A	546.0	612.9	683.1	439.3	537.2	568.1	614.0	514.9	0.148	0.839
Carboxypeptidase E	CPE	2267.7	1935.4	2612.5	2111.1	1550.1	2055.5	2271.9	1905.6	0.239	0.839
Dual specificity tyrosine-phosphorylation-regulated kinase 3	DYRK3	572.8	705.6	818.7	490.1	673.7	597.2	699.0	587.0	0.281	0.840
Ras GTPase-activating protein 1	RASA1	581.4	506.8	531.2	587.4	373.3	399.8	539.8	453.5	0.329	0.840
Limbic system-associated membrane protein	LSAMP	12129.8	9974.3	9862.7	11140.8	7820.8	7894.8	10655.6	8952.1	0.275	0.840
Fibroblast growth factor 7	FGF7	280.0	343.1	315.4	241.4	293.7	253.4	312.8	262.8	0.109	0.840
Angiotensin-converting enzyme 2	ACE2	109.2	134.0	138.0	89.6	114.1	116.9	127.1	106.9	0.182	0.841
Collectin-12	COLEC12	703.6	840.7	848.9	571.7	715.6	727.0	797.7	671.4	0.140	0.842
C-C motif chemokine 3-like 1	CCL3L1	649.5	639.8	685.1	589.8	535.2	538.1	658.1	554.4	0.011	0.842
Proteasome subunit alpha type-6	PSMA6	177.0	253.3	244.4	171.1	219.0	178.6	224.9	189.6	0.293	0.843
Hepatitis A virus cellular receptor 2	HAVCR2	180.4	224.0	205.0	153.0	184.2	176.7	203.1	171.3	0.119	0.843
Peroxisiredoxin-5, mitochondrial	PRDX5	786.8	676.1	490.1	630.2	521.9	495.3	651.0	549.1	0.369	0.844
Angiopoietin-related protein 4	ANGPTL4	6688.6	7080.8	8585.3	5102.4	6392.0	7393.2	7451.6	6295.9	0.260	0.845
Testican-2	SPOCK2	1636.7	1083.0	1740.2	1641.2	1072.5	1056.7	1486.6	1256.8	0.458	0.845
Ephrin type-B receptor 2	EPHB2	7272.5	5390.0	6872.1	5963.3	4923.2	5635.7	6511.5	5507.4	0.218	0.846
Basal Cell Adhesion Molecule	BCAM	173.5	148.5	154.4	151.9	120.5	130.7	158.8	134.4	0.113	0.846
Fatty acid-binding protein, epidermal	FABP5	1439.2	690.2	443.7	566.6	943.9	667.0	857.7	725.8	0.712	0.846
Inosine-5'-monophosphate dehydrogenase 2	IMPDH2	3015.2	3985.4	4013.9	2611.9	3706.3	3006.2	3671.5	3108.1	0.286	0.847
Azuocidin	AZU1	95.1	125.7	116.4	85.2	107.6	92.7	112.4	95.2	0.205	0.847
CD97 antigen	CD97	890.5	807.5	865.9	851.4	657.0	664.0	854.6	724.1	0.166	0.847
Basigin	BSG	11615.1	14121.7	14936.0	9436.6	13387.9	11638.7	13557.6	11487.7	0.246	0.847
Tyrosine-protein kinase BTK	BTK	1978.7	3970.4	2406.6	2400.3	3185.5	1509.3	2785.2	2365.0	0.618	0.849
Cadherin-3	CDH3	6937.5	6253.1	6804.9	5415.9	5083.8	6479.4	6665.2	5659.7	0.124	0.849
Mitogen-activated protein kinase kinase kinase 7:TGF-beta-activated kinase 1 and MAP3K7-binding protein 1 fusion	MAP3K7 TAB1	1341.7	1601.1	1900.7	1098.5	1533.6	1481.3	1614.5	1371.1	0.316	0.849
Serine protease 27	PRSS27	1750.5	2145.1	2491.7	1505.8	2028.0	1893.9	2129.1	1809.2	0.300	0.850
Leucine-rich repeat transmembrane protein FLRT1	FLRT1	203.0	239.5	220.4	178.0	203.1	182.3	221.0	187.8	0.070	0.850

Stabilin-2	STAB2	407.3	421.9	463.2	375.8	380.3	343.1	430.8	366.4	0.040	0.851
Alpha-2-HS-glycoprotein	AHSG	391.2	395.0	405.2	303.7	370.0	341.4	397.1	338.4	0.086	0.852
Hsp90 co-chaperone Cdc37	CDC37	123.3	148.1	141.9	103.5	121.9	126.9	137.8	117.4	0.120	0.852
Fc receptor-like protein 3	FCRL3	776.3	160.0	167.2	595.3	167.8	178.2	367.8	313.8	0.839	0.853
Bone morphogenetic protein receptor type-1A	BMPR1A	209.8	151.8	210.4	181.3	122.4	184.7	190.7	162.8	0.377	0.854
Bcl-2-like protein 1	BCL2L1	201.3	184.0	191.6	201.5	145.6	145.7	192.3	164.3	0.268	0.854
Estrogen receptor	ESR1	123.8	131.0	139.1	98.7	117.5	120.4	131.3	112.2	0.089	0.855
Interleukin-3 receptor subunit alpha	IL3RA	131.7	171.6	255.9	115.6	155.0	207.3	186.4	159.3	0.584	0.855
Midkine	MDK	314.1	324.9	320.0	298.0	266.0	256.8	319.7	273.6	0.059	0.856
Microtubule-associated protein tau	MAPT	319.0	320.2	309.8	270.8	274.0	267.8	316.3	270.9	0.001	0.856
Low affinity immunoglobulin gamma Fc region receptor II-a/b	FCGR2A										
	FCGR2B	143.1	106.0	93.3	135.2	75.6	82.4	114.1	97.7	0.534	0.856
Anterior gradient protein 2 homolog	AGR2	347.5	455.3	402.8	333.2	352.2	347.3	401.9	344.2	0.202	0.857
Protein kinase C gamma type	PRKCG	64.4	80.1	51.9	63.0	51.2	54.1	65.5	56.1	0.377	0.857
Tumor necrosis factor receptor superfamily member 11A	TNFRSF11A	372.9	451.9	548.1	312.5	448.8	416.1	457.6	392.5	0.377	0.858
Carbonic anhydrase 1	CA1	156.8	192.2	174.3	148.1	156.5	144.7	174.4	149.8	0.126	0.859
Fibroblast growth factor 18	FGF18	142.4	139.7	129.9	113.5	114.0	126.4	137.3	118.0	0.027	0.859
Insulin-like growth factor-binding protein 7	IGFBP7	235.9	251.4	253.2	225.4	219.1	191.8	246.8	212.1	0.058	0.859
RGM domain family member B	RGMB	267.2	290.2	274.8	227.0	238.0	250.5	277.4	238.5	0.015	0.860
Follistatin	FST	123.5	154.5	143.3	113.6	130.8	118.5	140.4	121.0	0.154	0.861
Inducible T-cell costimulator	ICOS	512.9	458.4	548.5	389.2	399.1	521.8	506.6	436.7	0.249	0.862
Cytochrome P450 3A4	CYP3A4	15774.5	23119.6	15342.1	16158.2	19689.6	10913.3	18078.7	15587.0	0.526	0.862
Cytotoxic and regulatory T-cell molecule	CRTAM	97.4	118.2	112.4	86.8	103.6	92.6	109.3	94.3	0.135	0.863
Beta-Ala-His dipeptidase	CNDP1	367.1	493.2	420.6	356.7	399.6	349.4	427.0	368.6	0.247	0.863
Complement C1s subcomponent	C1S	885.0	1092.2	986.3	774.7	937.3	851.3	987.8	854.4	0.158	0.865
GDNF family receptor alpha-3	GFRA3	508.4	522.7	559.9	429.5	483.0	463.7	530.3	458.7	0.031	0.865
Desert hedgehog protein N-product	DHH	209.1	290.8	263.4	190.0	251.7	218.6	254.4	220.1	0.320	0.865
Matrilin-2	MATN2	42975.5	30609.5	39199.4	34514.3	24903.0	38251.1	37594.8	32556.1	0.404	0.866
Insulin-like growth factor-binding protein 3	IGFBP3	254.0	237.4	274.9	263.5	192.1	208.1	255.4	221.2	0.254	0.866
Fibroblast growth factor receptor 4	FGFR4	450.0	503.1	549.2	369.9	476.9	455.1	500.8	434.0	0.200	0.867
Mammaglobin-B	SCGB2A1	24255.4	21409.1	22231.7	17843.9	19890.1	21118.0	22632.1	19617.3	0.078	0.867

Tumor necrosis factor receptor superfamily member 10A	TNFRSF10A	243.7	307.3	262.7	227.3	245.5	232.8	271.2	235.2	0.189	0.867
Cathepsin S	CTSS	111.3	81.7	76.0	107.9	62.3	63.2	89.7	77.8	0.561	0.868
Dynactin subunit 2	DCTN2	83.0	103.5	115.0	89.5	96.5	75.6	100.5	87.2	0.310	0.868
Adapter molecule crk	CRK	5835.0	6809.0	5909.7	5851.5	5722.7	4528.6	6184.6	5367.6	0.200	0.868
Insulin-degrading enzyme	IDE	1990.2	1836.5	2375.9	2102.1	1623.7	1658.5	2067.5	1794.8	0.287	0.868
Brevican core protein	BCAN	73.5	100.7	103.6	66.0	83.1	92.1	92.6	80.4	0.379	0.868
Fibroblast growth factor 6	FGF6	166.0	218.2	204.6	148.6	197.1	165.8	196.3	170.5	0.290	0.869
Cell adhesion molecule 3	CADM3	266.5	346.3	323.9	243.4	293.7	276.9	312.2	271.3	0.231	0.869
Dual specificity mitogen-activated protein kinase kinase 1	MAP2K1	980.9	956.9	777.8	790.3	845.1	725.6	905.2	787.0	0.201	0.869
Breast cancer anti-estrogen resistance protein 3	BCAR3	883.6	1056.3	1206.7	743.6	1023.4	969.6	1048.9	912.2	0.342	0.870
Thyroxine-Binding Globulin	SERPINA7	175.8	156.7	153.8	164.7	135.1	123.6	162.1	141.1	0.228	0.871
Apolipoprotein D	APOD	2038.5	2661.0	2627.7	1827.3	2504.3	2051.5	2442.4	2127.7	0.330	0.871
Bone morphogenetic protein 6	BMP6	1136.3	1194.5	1315.4	872.2	1122.0	1183.3	1215.4	1059.2	0.243	0.871
Protein kinase C iota type	PRKCI	409.6	455.3	432.5	352.7	410.2	368.5	432.5	377.1	0.067	0.872
Calcium/calmodulin-dependent protein kinase type 1	CAMK1	3091.0	3547.5	3598.1	3328.1	3688.9	1917.0	3412.2	2978.0	0.511	0.873
OX-2 membrane glycoprotein	CD200	218.0	250.9	253.5	191.1	214.9	225.3	240.8	210.4	0.119	0.874
Noggin	NOG	371.4	462.1	486.0	369.3	423.4	361.4	439.8	384.7	0.258	0.875
Persulfide dioxygenase ETHE1, mitochondrial	ETHE1	312.2	305.9	327.0	260.1	258.6	308.8	315.0	275.8	0.128	0.876
Ubiquitin carboxyl-terminal hydrolase isozyme L1	UCHL1	1645.5	1933.6	1958.2	1488.9	2014.6	1345.5	1845.8	1616.3	0.388	0.876
Ubiquitin-fold modifier-conjugating enzyme 1	UFC1	3156.1	3564.1	3559.1	3234.7	3196.5	2576.0	3426.4	3002.4	0.182	0.876
Keratin, type I cytoskeletal 18	KRT18	155.5	188.6	173.0	138.2	162.3	152.7	172.4	151.1	0.153	0.876
Tissue-type plasminogen activator	PLAT	144.8	148.9	141.6	136.5	118.4	126.7	145.1	127.2	0.060	0.877
Dynein light chain roadblock-type 1	DYNLRB1	1069.9	1352.0	963.8	1022.1	922.3	1024.1	1128.6	989.5	0.353	0.877
Protein kinase C theta type	PRKCQ	471.9	527.3	501.3	404.1	456.3	456.4	500.2	438.9	0.061	0.878
Endoplasmic reticulum resident protein 29	ERP29	1194.1	1152.5	1175.3	997.2	986.7	1107.0	1174.0	1030.3	0.054	0.878
Cytoskeleton-associated protein 2	CKAP2	22249.9	21198.9	26509.9	19398.8	21150.1	20858.5	23319.6	20469.1	0.215	0.878
Interleukin-1 Receptor accessory protein	IL1RAP	121422.4	87197.5	108643.5	97847.4	82157.6	98523.0	105754.5	92842.7	0.336	0.878
Focal adhesion kinase 1	PTK2	45.8	47.9	45.9	41.3	40.6	40.7	46.5	40.9	0.009	0.878
Ephrin type-B receptor 4	EPHB4	18304.4	17957.6	19083.9	16509.2	16556.7	15540.2	18448.6	16202.0	0.009	0.878
Calreticulin	CALR	982.4	1136.7	1184.9	830.3	1088.9	983.1	1101.3	967.4	0.241	0.878

Vascular endothelial growth factor C	VEGFC	472.3	446.9	489.9	446.5	370.0	423.8	469.7	413.4	0.115	0.880
Galectin-4	LGALS4	137.3	149.5	141.4	125.0	128.7	123.6	142.7	125.8	0.028	0.881
Interleukin-22 receptor subunit alpha-1	IL22RA1	139.6	171.8	143.3	144.9	131.9	123.9	151.6	133.6	0.219	0.881
Thrombospondin-1	THBS1	150.3	192.2	179.8	145.7	170.9	143.7	174.1	153.4	0.253	0.881
Anti-Muellerian hormone type-2 receptor	AMHR2	10373.4	5753.9	49761.0	8509.1	5242.7	44337.4	21962.8	19363.1	0.897	0.882
3-phosphoinositide-dependent protein kinase 1	PDPK1	145.8	215.1	191.0	170.0	167.2	149.4	184.0	162.2	0.399	0.882
Complement C5b-C6 complex	C5 C6	42.7	44.0	45.4	48.4	34.0	34.1	44.0	38.8	0.391	0.882
Aurora kinase B	AURKB	362.6	361.5	399.8	335.5	334.5	321.3	374.6	330.4	0.059	0.882
Estradiol 17-beta-dehydrogenase 1	HSD17B1	496.8	591.9	620.7	464.9	548.5	495.9	569.8	503.1	0.221	0.883
Coagulation Factor XI	F11	113.8	119.2	116.2	116.4	96.6	95.6	116.4	102.9	0.179	0.884
AMP Kinase (alpha2beta2gamma1)	PRKAA2<br>PRKAB2<br>PRKAG1	535.6	791.4	795.2	550.0	784.8	541.3	707.4	625.4	0.523	0.884
Bone sialoprotein 2	IBSP	237.9	165.1	158.1	205.0	149.2	142.7	187.0	165.6	0.546	0.886
Ribosome maturation protein SBDS	SBDS	664.8	1013.8	930.6	658.5	939.3	713.1	869.7	770.3	0.506	0.886
Programmed cell death 1 ligand 1	CD274	190.5	188.6	197.6	175.6	153.0	182.2	192.2	170.3	0.121	0.886
Ficolin-2	FCN2	317.4	351.7	365.8	295.9	329.3	291.8	345.0	305.7	0.105	0.886
Neurotrophin-3	NTF3	70.7	71.6	74.2	56.4	62.9	72.6	72.2	64.0	0.220	0.886
Retinoblastoma-associated protein	RB1	482.0	531.8	522.4	450.4	454.2	457.7	512.1	454.1	0.060	0.887
cGMP-inhibited 3',5'-cyclic phosphodiesterase A	PDE3A	867.8	1016.5	1262.5	676.3	1100.3	1015.8	1048.9	930.8	0.533	0.887
Methionine aminopeptidase 1	METAP1	408.1	923.3	549.6	609.1	685.2	375.9	627.0	556.7	0.720	0.888
Disintegrin and metalloproteinase domain-containing protein 9	ADAM9	264.5	84.0	83.2	216.7	80.7	86.1	143.9	127.8	0.842	0.888
Caspase-3	CASP3	378.4	398.6	418.8	298.4	363.3	400.6	398.6	354.1	0.272	0.888
GRB2-related adapter protein 2	GRAP2	493.3	549.1	608.7	397.8	526.7	542.6	550.4	489.0	0.345	0.889
Heterogeneous nuclear ribonucleoprotein Q	SYNCRIP	527.6	598.2	605.3	531.7	532.7	474.1	577.0	512.8	0.115	0.889
Serine/threonine-protein kinase MRCK beta	CDC42BPB	243.9	318.7	291.4	248.0	269.9	241.8	284.7	253.2	0.285	0.890
Stromal cell-derived factor 1	CXCL12	2834.0	2889.2	2737.2	3264.4	1901.4	2360.4	2820.1	2508.7	0.519	0.890
Afamin	AFM	345.7	331.0	333.9	359.1	272.2	267.9	336.9	299.7	0.337	0.890
Proto-oncogene tyrosine-protein kinase Src	SRC	352.1	552.9	407.2	465.3	418.3	284.1	437.4	389.2	0.584	0.890
Apolipoprotein E (isoform E3)	APOE	157.2	180.4	177.4	150.0	164.7	143.7	171.7	152.8	0.122	0.890
Repulsive guidance molecule A	RGMA	7164.9	5953.6	6162.4	6143.7	5131.1	5887.6	6427.0	5720.8	0.219	0.890

Histone H1.2	HIST1H1C	119.6	241.2	187.2	172.0	173.3	142.5	182.7	162.6	0.632	0.890
T-lymphocyte activation antigen CD80	CD80	242.0	219.5	219.9	240.1	174.5	192.3	227.1	202.3	0.334	0.891
Pituitary adenylate cyclase-activating polypeptide 27	ADCYAP1	608.9	760.5	717.0	555.8	676.5	626.4	695.5	619.6	0.258	0.891
Angiopoietin-1 receptor, soluble	TEK	159.2	182.1	178.1	144.2	162.7	156.0	173.1	154.3	0.106	0.891
Calcium/calmodulin-dependent protein kinase type II subunit alpha	CAMK2A	219.8	272.7	209.5	210.2	207.0	208.7	234.0	208.6	0.324	0.892
Plexin-C1	PLXNC1	73.5	71.9	74.5	75.0	61.0	60.1	73.3	65.4	0.240	0.892
Interleukin-34	IL34	208.3	185.7	192.1	211.1	159.9	151.9	195.4	174.3	0.377	0.892
S-phase kinase-associated protein 1	SKP1	1378.8	1480.7	1489.6	1210.2	1348.7	1321.3	1449.7	1293.4	0.049	0.892
Carbonic anhydrase 4	CA4	607.8	568.1	612.5	616.2	492.2	487.6	596.1	532.0	0.264	0.892
Neutrophil-activating peptide 2	PPBP	190.8	189.1	186.7	184.0	162.9	158.8	188.9	168.6	0.118	0.893
Protein kinase C zeta type	PRKCZ	455.9	522.7	436.0	390.4	456.9	415.9	471.5	421.1	0.203	0.893
Cadherin-15	CDH15	1305.8	1651.2	1809.0	1249.1	1573.6	1436.7	1588.7	1419.8	0.400	0.894
Collagen alpha-1(VIII) chain	COL8A1	101.5	73.5	574.3	102.8	70.3	496.7	249.8	223.3	0.907	0.894
Netrin-4	NTN4	287.3	306.1	288.0	244.2	247.5	296.3	293.8	262.7	0.198	0.894
Cytokine receptor-like factor 2	CRLF2	274.0	308.2	308.0	242.0	289.3	265.3	296.7	265.5	0.156	0.895
AMP Kinase (alpha1beta1gamma1)	PRKAA1<br>PRKAB1<br>PRKAG1	244.5	125.7	124.3	217.8	110.0	114.8	164.8	147.5	0.761	0.895
Ubiquitin+1, truncated mutation for UbB	RPS27A	35657.6	41209.5	46889.9	36815.1	40104.4	33944.4	41252.3	36954.6	0.327	0.896
Interleukin-3	IL3	551.0	709.9	596.0	534.3	557.9	575.7	619.0	556.0	0.313	0.898
Bactericidal permeability-increasing protein	BPI	438.6	495.3	470.5	370.3	446.3	445.5	468.1	420.7	0.201	0.899
CD48 antigen	CD48	99.0	121.6	105.1	97.0	95.8	100.3	108.6	97.7	0.246	0.900
MAP kinase-activated protein kinase 3	MAPKAPK3	270.7	398.4	260.3	280.1	285.3	271.3	309.8	278.9	0.559	0.900
Kynureninase	KYNU	127.5	137.4	136.4	130.4	120.7	110.2	133.8	120.4	0.136	0.900
GTPase KRas	KRAS	115.5	130.8	129.2	103.2	117.1	118.0	125.2	112.8	0.143	0.901
High affinity nerve growth factor receptor	NTRK1	849.9	882.6	904.4	675.8	820.6	879.7	879.0	792.0	0.285	0.901
Mitogen-activated protein kinase 3	MAPK3	6305.4	6474.1	6385.3	5577.8	5800.3	5896.6	6388.3	5758.2	0.010	0.901
Non-receptor tyrosine-protein kinase TYK2	TYK2	6378.3	6864.7	7865.9	5256.6	6977.2	6795.7	7036.3	6343.2	0.380	0.901
Protein jagged-2	JAG2	116.2	126.1	131.0	111.2	112.3	113.4	124.4	112.3	0.105	0.902
Apolipoprotein B	APOB	115.9	99.0	111.0	105.6	88.7	99.9	108.6	98.1	0.209	0.903

Cathepsin H	CTSH	264.6	318.6	315.7	240.3	290.2	281.3	299.6	270.6	0.282	0.903
Matrix metalloproteinase-16	MMP16	439.7	513.0	554.1	392.5	488.9	479.6	502.3	453.7	0.345	0.903
Alpha-soluble NSF attachment protein	NAPA	194.0	230.3	218.0	183.0	219.1	178.3	214.1	193.5	0.287	0.904
Tyrosine-protein kinase Tec	TEC	138.3	213.3	166.0	159.2	163.1	145.9	172.5	156.1	0.534	0.905
Membrane metallo-endopeptidase-like 1	MMEL1	337.7	398.8	391.8	314.3	348.8	357.8	376.1	340.3	0.210	0.905
Platelet endothelial cell adhesion molecule	PECAM1	178.3	178.9	181.2	163.3	160.2	164.1	179.5	162.5	0.001	0.906
Leukotriene A-4 hydrolase	LTA4H	363.8	410.1	512.3	330.5	452.5	382.3	428.7	388.4	0.516	0.906
Cytosolic non-specific dipeptidase	CNDP2	445.1	459.5	419.8	509.8	358.9	331.5	441.5	400.1	0.535	0.906
Translationally-controlled tumor protein	TPT1	80441.7	99502.7	114890.1	80980.3	101610.9	85292.9	98278.2	89294.7	0.495	0.909
Hemojuvelin	HFE2	30621.8	22818.2	26097.2	26287.7	21875.6	24112.9	26512.4	24092.1	0.417	0.909
Eukaryotic initiation factor 4A-III	EIF4A3	125.6	189.8	154.8	142.5	150.2	134.6	156.7	142.4	0.525	0.909
Interleukin-27 receptor subunit alpha	IL27RA	149.5	154.6	147.6	149.0	129.7	131.8	150.6	136.8	0.143	0.909
Interleukin-17 receptor C	IL17RC	313.5	272.6	298.8	273.3	265.7	265.2	295.0	268.1	0.148	0.909
alpha-2-macroglobulin receptor-associated protein	LRPAP1	107.7	173.6	123.3	130.7	132.8	104.5	134.9	122.7	0.618	0.910
Mediator of RNA polymerase II transcription subunit 1	MED1	105.8	132.3	132.8	106.4	118.4	112.6	123.6	112.5	0.339	0.910
Kininogen-1	KNG1	83.2	115.6	104.6	83.4	106.6	86.0	101.1	92.0	0.492	0.910
Bone morphogenetic protein 10	BMP10	2197.5	2084.1	2190.8	1654.3	1896.5	2346.2	2157.5	1965.7	0.445	0.911
Mesothelin	MSLN	108.8	140.5	125.2	99.0	128.8	113.7	124.8	113.8	0.431	0.912
Abelson tyrosine-protein kinase 2	ABL2	906.3	1040.5	1213.2	747.3	1079.1	1058.3	1053.3	961.6	0.547	0.913
Urokinase plasminogen activator surface receptor	PLAUR	320.6	349.1	329.1	285.0	318.1	308.8	332.9	304.0	0.091	0.913
Ubiquitin-fold modifier 1	UFM1	750.8	753.3	648.4	681.4	726.9	558.2	717.5	655.5	0.374	0.914
Interleukin-12 receptor subunit beta-2	IL12RB2	212.5	204.1	215.4	192.9	184.6	200.0	210.7	192.5	0.035	0.914
High affinity cAMP-specific 3',5'-cyclic phosphodiesterase 7A	PDE7A	122.0	130.6	125.9	109.3	123.7	113.0	126.2	115.3	0.112	0.914
Peptidyl-prolyl cis-trans isomerase A	PPIA	126520.4	107245.1	128873.2	104496.5	111528.1	115514.5	120879.6	110513.0	0.269	0.914
Activated Protein C	PROC	251.1	275.5	278.4	220.5	252.6	263.1	268.3	245.4	0.222	0.915
Peptidyl-prolyl cis-trans isomerase F, mitochondrial	PPIF	1294.8	1523.2	1583.4	1157.0	1430.1	1443.5	1467.1	1343.5	0.390	0.916
Tyrosine-protein kinase transmembrane receptor ROR1	ROR1	154.4	174.3	159.3	141.9	144.2	160.9	162.7	149.0	0.182	0.916
Protein FAM107A	FAM107A	110.0	110.1	113.4	99.0	102.8	103.9	111.2	101.9	0.009	0.917

Tenascin	TNC	182.1	178.8	171.5	182.1	151.4	154.6	177.5	162.7	0.265	0.917
Growth/differentiation factor 11	GDF11	6562.6	5242.9	5663.6	5594.7	5460.5	4962.3	5823.0	5339.2	0.348	0.917
Contactin-4	CNTN4	648.4	697.6	714.9	614.9	639.0	637.0	687.0	630.3	0.090	0.918
Nucleoside diphosphate kinase A	NME1	1437.9	1809.5	1624.9	1332.3	1651.9	1487.0	1624.1	1490.4	0.399	0.918
Tumor necrosis factor receptor superfamily member 14	TNFRSF14	54.2	59.9	59.3	55.0	51.9	52.4	57.8	53.1	0.104	0.919
Calpain I	CAPN1<br>CAPNS1	16995.1	19549.2	22640.4	19077.2	17461.2	17840.6	19728.2	18126.3	0.433	0.919
Matrilysin	MMP7	158.2	175.5	165.9	154.7	154.0	150.4	166.5	153.0	0.106	0.919
Cathepsin G	CTSG	390.0	393.4	406.1	322.9	375.8	395.6	396.5	364.8	0.279	0.920
Complement component C7	C7	100.7	113.6	107.5	103.2	99.2	93.9	107.3	98.8	0.145	0.921
C-C motif chemokine 17	CCL17	140.5	133.2	136.5	139.1	115.3	123.3	136.7	125.9	0.258	0.921
Cadherin-5	CDH5	29001.6	22781.8	25729.9	25052.8	21768.5	24574.6	25837.8	23798.6	0.393	0.921
Toll-like receptor 4:Lymphocyte antigen 96 complex	TLR4 LY96	137.2	204.7	147.1	156.7	158.8	135.1	163.0	150.2	0.614	0.921
Peptidyl-prolyl cis-trans isomerase B	PPIB	1507.7	1563.7	1624.4	1202.6	1464.9	1661.6	1565.3	1443.0	0.458	0.922
Interleukin-17 receptor D	IL17RD	82.8	83.6	80.9	76.4	76.4	75.2	82.4	76.0	0.006	0.922
40S ribosomal protein S3	RPS3	92.8	123.8	110.2	104.7	111.2	85.4	108.9	100.4	0.514	0.922
Neurogenic locus notch homolog protein 2	NOTCH2	182.4	169.3	175.3	165.5	150.5	169.9	175.7	162.0	0.133	0.922
Lamin-B1	LMNB1	126.9	158.0	155.2	122.4	147.0	136.4	146.7	135.3	0.408	0.922
C-C motif chemokine 27	CCL27	141.4	161.2	149.7	134.5	147.6	135.0	150.8	139.0	0.183	0.922
Delta-like protein 4	DLL4	74.7	81.9	76.3	70.5	67.6	76.9	77.6	71.7	0.168	0.923
Methyl-CpG-binding domain protein 4	MBD4	117.5	112.7	498.1	104.3	98.2	469.9	242.8	224.1	0.921	0.923
CD226 antigen	CD226	494.6	488.8	545.3	404.0	483.3	524.8	509.6	470.7	0.401	0.924
Growth arrest-specific protein 1	GAS1	241.3	254.0	270.3	226.6	241.0	240.2	255.2	235.9	0.135	0.925
Glia-derived nexin	SERPINE2	405.9	436.5	396.4	382.1	412.8	350.9	412.9	381.9	0.234	0.925
Histone acetyltransferase KAT6A	KAT6A	206.2	229.4	212.4	226.5	198.9	175.0	216.0	200.1	0.409	0.927
Macrophage colony-stimulating factor 1	CSF1	225.5	267.4	244.1	212.3	242.4	228.3	245.7	227.7	0.300	0.927
Leptin	LEP	245.4	293.1	301.8	241.1	269.8	267.9	280.1	259.6	0.376	0.927
L-lactate dehydrogenase B chain	LDHB	28401.4	32882.8	25126.9	24329.0	27697.4	28082.2	28803.7	26702.9	0.469	0.927
Complement component 1 Q subcomponent-binding protein, mitochondrial	C1QBP	14389.1	12627.4	13869.5	11930.5	12476.8	13557.4	13628.7	12654.9	0.242	0.929
Eotaxin	CCL11	122.3	105.7	110.5	110.3	101.4	103.3	112.8	105.0	0.255	0.931
Cathepsin E	CTSE	76.8	81.3	72.4	73.4	71.8	69.4	76.8	71.5	0.164	0.931
Semaphorin-3A	SEMA3A	135.1	149.5	176.2	128.4	135.8	165.0	153.6	143.1	0.556	0.931

How the deposited data were processed for this re-analysis (not part of the article)

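Cardiac RNA was measured in 8 libraries from hearts of 16-day-old mice, 2 each of αHetγWT, αHetγKO, αKOγWT and αKOγKO, with several hearts pooled per library. The paper gives 3 hearts per pool and the design text of the series 2 to 3 mice. The libraries were made with an Illumina TruSeq kit and sequenced from both ends. The authors deposited, for each library, a table of genes with uniquely assigned read counts, gene length, coverage and RPKM, on genome build mm10. The aligner, the counting tool and their settings are not stated. The deposited counts are whole numbers that sum to the total in each table, and the RPKM values the authors deposited equal the count divided by gene length and that total within 1 part in 1000000. Genes with 0 reads are not listed in a table and were given a count of 0 here. The deposited coverage score was computed by the authors, and the file headers do not define it. It is above 1 in up to 2 genes of a library, and it was not used here beyond describing the tables. The tables hold 18656 genes in all, 44 of them without a symbol in the reference, and no gene encoded by the mitochondrial genome.

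The counts were compared with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 15076. Libraries were scaled by TMM, 1 model with a mean per genotype was fitted to all 8 libraries (4 residual degrees of freedom), and quasi-likelihood F tests were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of F. The comparisons were αKOγKO, αHetγKO and αKOγWT each against αHetγWT, and the interaction, which is the effect of ERRγ loss in αKO hearts minus that in αHet hearts. Of 37 gene lists written before the data were examined, when the values of Appendix Table S2 had been seen, 36 had measured genes. The list of secreted heart factors shares 25 genes with that table, so it was not blind to these libraries. The lists were tested with camera from limma 3.58.1, run on the edgeR counts with their estimated dispersions. The preset correlation was 0.01, and the test was run again with an estimated correlation, and with fry. Plasma proteins of Appendix Table S1 were joined to cardiac genes by symbol, each gene of a row that names several was used, the row with the smallest paper p was taken for a gene with several rows, and Fisher's exact test compared the share of cardiac calls. RPKM means are given with the SD over 2 libraries.

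Genes named in the text follow a rule written before the data were examined, when the values of Appendix Table S2 had been seen. It takes the 33 genes of that table, the candidates of Fig 3A with Nppa, the targeted genes Esrra and Esrrg, the 10 largest rises and 10 largest falls in αKOγKO with a mean of at least 1 RPKM and both αKOγKO libraries beyond all 6 controls, the 5 largest each way in the other comparisons, and up to 4 genes with the smallest adjusted p in each list. It gives 197 genes. The text gives part of them.

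The alternatives were DESeq2 1.42.0 size factors, upper-quartile factors, the DESeq2 Wald test, limma on log2(RPKM + 1), no filter, a mean of at least 5 RPKM, array weights, a fold of at least 2, a replicate block, the αKOγKO and αHetγWT libraries alone, the mean of the 3 control genotypes as reference, and leaving out each library. Leaving out a library leaves a genotype with 1 library, which is then assumed to vary like the others. Alternatives set down for values without counts were not needed, since the tables hold counts. A run without X and Y chromosome genes and a run with all libraries thinned to the lowest depth were chosen after seeing the data. Gene lists without the genes of Appendix Table S2 were added then too. The same steps were tested on simulated data, in which 200 genes were changed by known folds. In the list test with camera at the preset correlation, a simulated list shifted by 1.5-fold had an adjusted p of 6.6e-52, and 0 of 30 unchanged lists passed. Simulated genes were drawn independently of each other, so this does not test false calls in lists whose genes vary together. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps. Other tissues, plasma measurements and qRT-PCR of the paper were not analysed here, apart from the join to Appendix Table S1.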

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

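The tests of explanations for the energy genes, the extracellular matrix genes and the immediate-early genes, and their bounds, were chosen only after the results were seen, and the interaction test for single genes was set before.

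The study chose the genes of Appendix Table S2, and in part the Fig 3A candidates, on these libraries, so their interaction counts are not independent evidence. The effect of ERRγ loss differed between αHet and αKO hearts for 2640 genes, for 26 genes of Appendix Table S2 and for 6 of the Fig 3A candidates, by the edgeR interaction test. Without αHetγWT replicate 2 this held for 1414 genes, 18 genes of that table and 5 candidates, no longer for Gdf15. The paper does not report the following gene groups from these data. In αKOγKO 127 of 128 genes of respiratory complexes, TCA cycle and fatty acid oxidation fell, and 22 cell cycle genes and 16 genes of the integrated stress response rose. Esrrg itself had a log2 fold change of 1.18 in αKOγKO, and the pseudogene Gm6644 one of 5.12 in αHetγKO. A single library, αKOγKO replicate 1, held 7142 reads of Xist, and αKOγKO replicate 2 held 12840 reads of Fosb, both far above the control libraries.

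The fall of the energy genes in αKOγKO has a median log2 fold change of -1.49 over 128 genes. A lower share of heart muscle cells would lower sarcomere genes by about as much, and their median lay 1.19 above that of the energy genes, which argues against it as the whole source. Another scaling does not remove the fall, since the median nearest to 0 under the other scalings was -1.37. The design gives a biological explanation, loss of both receptors beyond the product of the single losses, and the median interaction of these genes was -1.39, with 123 of them past the threshold. As a hypothesis, the fall may depend on the joint loss of both receptors, and whether it comes before or after failure of the heart was not tested.

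Extracellular matrix, cell cycle and integrated stress response genes were higher in αKOγKO replicate 1 than in replicate 2. A lower share of heart muscle cells in that pool would raise markers of all other cell types alike, and the extracellular matrix list lay 0.77 above the endothelial list on the log2 scale, against a spread (SD) of 0.37 in the endothelial genes, so a change in fibroblasts or macrophages alone stays open. Xist, and a median of -0.55 for 4 Y-linked genes against replicate 2, point to hearts of females in that pool, and no other such pool exists, so their effect cannot be told apart from that of the pool. A stronger form of the whole αKOγKO change would lower the energy genes in replicate 1, by -0.98 in proportion to the extracellular matrix list, and their median difference was 0.0618 with a spread (SD) of 0.19, which argues against it, while a stronger change of the matrix, cell cycle and stress response genes alone was not tested.

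Immediate-early genes were high in αKOγKO replicate 2, by a median log2 difference of 1.14 over 25 genes against replicate 1. The total reads of both libraries had a ratio of 0.997. The difference was taken after scaling to library size, so depth had already been removed and this ratio adds no test of it. More cells of another type stay open, since the largest difference in the direction of replicate 2 among 12 lists of cell type markers, 0.56 for neural and glial markers with a spread (SD) of 0.84, does not exclude them. Stress or handling before RNA was extracted may raise such genes, but no label on collection tells the pools apart. In control genotypes these genes differed between libraries by a median of at most 0.26. Single genes differed by more there, such as Nr4a1 in αKOγWT (581 and 4027 reads) and Fos in αHetγKO (105 and 347 reads), so this explanation stays open. No biological explanation was tested. Both libraries have the same genotype, and an effect of the sex of the pooled hearts cannot be told apart from that of the pool.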

How the results depend on the processing

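The runs without X and Y chromosome genes, with thinned libraries and on gene lists without the genes of Appendix Table S2 were chosen after seeing the data. For the other changes below the cause was not tested, except that a fold limit passes fewer genes by construction and a left-out library leaves fewer libraries. For αKOγKO against αHetγWT, 6364 genes passed, 2018 with a fold of at least 2, and 4241 to 6630 with 1 library left out. For αHetγKO 1 gene passed, 41 with the DESeq2 Wald test, 5 without a filter, 2 with array weights or the replicate block and 1 to 20 with 1 library left out. For αKOγWT 186 passed, 423 with the DESeq2 Wald test, 315 with array weights, 67 with a fold of at least 2 and 14 to 690 with 1 library left out. For the interaction 2640 passed, 1031 with a fold of at least 2 and 1261 to 3873 with 1 library left out. Of 36 gene lists 20 passed and 23 with fry, which lost the macrophage list, but 0 with an estimated correlation. The odds ratio of lowered plasma proteins was 0.918, 1.15 with stricter plasma limits and 0.959 to 2.22 with 1 library left out. Direction reversed in genes that had not passed for Cfd (0.18), Ucp1 (0.23), Cidec (0.24) and Ltf (-0.14) against the mean of the 3 control genotypes, and for Ucp1 (0.34) and Cidec (0.61) without αHetγWT replicate 1. Over all left-out libraries Ucp1 reached -1.27 (without αKOγKO replicate 1) and Cidec -1.07 (without αHetγWT replicate 2). Xist was -1.08 without αKOγKO replicate 1 and 9.13 without αKOγKO replicate 2. In αKOγKO against αHetγWT all 146 runs on the tested Fig 3A candidates kept their direction and side of the threshold, while in αKOγWT the calls of Thbs4 and Igf1r, and for the interaction that of Gdf15, ended in some runs. With all libraries thinned to the lowest depth, 6140 of the 6364 genes were called in the same direction.

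Sample labels share replicate numbers across genotypes, but nothing states that a number joins libraries, and the check of it gave correlations of -0.183 to 0.088 between libraries that share a number. With a replicate block 6287 genes passed in αKOγKO, 2 in αHetγKO, 205 in αKOγWT and 2572 in the interaction, and 33 genes of Appendix Table S2 and 20 lists.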

Differences from the paper's values

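In units of 1000000 reads, the paper's value is 20, taken here as per library, and the median of the 8 libraries here is 31.0 reads assigned to genes (SD 3.27). The paper does not state if it counts reads or pairs, or that the value is per library, and none of the alternatives bears on this number. None of the 33 folds in Appendix Table S2 differed by over 1.5 times from the fold of mean RPKM computed here from all libraries of both genotypes, which is nearly fixed in advance because most of the RPKM values are the same numbers. The 4.3 printed for Cdt1 goes with the Tnfrsf12a values in its row, so a difference for Cdt1 is not one of the reference alone. With the 6 control libraries as reference, folds were lower by more than 1.5 times for Thbs4 (14.9 against the paper's 26.5), Nppb (14.5 against 21.8), Ptgds (4.81 against 8.4) and Cdt1 (2.51 against 4.3). Without αKOγKO replicate 1 they differed for 6 genes, among them Gdf15 (26.7 against 49.2), Wisp2 (8.81 against 21) and Cthrc1 (6.22 against 12.1), without αKOγKO replicate 2 for Wisp2 (33.2) and Cyr61 (4.42 against 7.8), and without αHetγWT replicate 2 for Gdf15 (76.3).

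In Appendix Table S2, 256 of the 264 RPKM values equal those in the authors' tables within 1 part in 100000. The other 8 stand beside the name Cdt1 and equal the values of Tnfrsf12a. From its own RPKM values Cdt1 had a fold of 3.49, against the paper's 4.3, and Tnfrsf12a had 4.26. Both rose. The gene listed there as Adamts12 carries the identifier of Adamtsl2, whose values it holds. Gpc3, a candidate of Fig 3A, had a fold of 1.27 in mean RPKM and did not pass the test under any of the settings. The paper does not state that its cardiac mRNA rose.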

Other observations

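Further gene groups did not move as a whole in αKOγKO hearts, by camera with the preset correlation. In glycolysis 7 of 23 genes rose and 6 fell, among them Pfkm, a phosphofructokinase (-1.12 ± 0.09, SE), and the insulin-responsive glucose transporter Slc2a4 (-0.90 ± 0.07), with a median of -0.00 that turned positive with upper-quartile factors and with limma. In the growth hormone and IGF axis 5 of 19 genes rose and 2 fell, with the growth hormone receptor Ghr at -0.82 ± 0.07 and Igfbp4 at 0.54 ± 0.09, and its median of -0.00 also changed sign with scaling, while its fry adjusted p was 0.00153 and its camera adjusted p 0.505. Of 12 hypoxia targets 7 fell and 2 rose, with Vegfa at -0.98 ± 0.09, and the camera adjusted p was 0.149 (under 0.05 without a filter and without αKOγKO replicate 1) and the fry adjusted p 0.0349. Of 15 genes of endoplasmic reticulum stress 3 rose and 1 fell, with Herpud1 at -1.15 ± 0.10. Of 11 NRF2 targets 2 rose and 2 fell, with Hmox1 at 0.83 ± 0.18.

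Among marker lists, 4 of 14 atrial genes rose and 2 fell, 1 of 8 ventricular genes rose and 3 fell, and 4 of 10 pericyte and smooth muscle genes rose and 3 fell, with Cnn1 at 1.79 ± 0.27. Of 10 epicardial genes 2 rose, the keratins Krt18 (4.75 ± 0.36) and Krt8 (3.96 ± 0.56), with a list median of -0.17 and a mean of 0.69. Of 10 neural and glial genes 1 rose, Uchl1 (1.08 ± 0.13), and of 10 markers of neighbouring organs 3 rose and 1 fell, among them Acta1 and Tnnt3, which the heart also expresses. Adipocyte, erythroid, lymphocyte and neutrophil lists had 0 of 8, 0 of 9, 0 of 8 and 0 of 6 genes past the edgeR threshold. With fry the neutrophil and ventricular lists had adjusted p = 0.0336 each, toward lower values. With 1 library left out, camera passed the atrial list (αKOγWT replicate 1, αKOγWT replicate 2 or αKOγKO replicate 1), the erythroid list (αKOγWT replicate 1 or 2), the ventricular list (αKOγKO replicate 2) and the list of neighbouring organs (αHetγWT replicate 1 or αKOγKO replicate 2). Of 5 sex-linked genes 1 rose and 2 fell, with Xist in 1 library as given above. The first principal component of the 8 libraries held 55.6% of the variance and set both αKOγKO libraries apart from the rest.

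The rise of Gdf15 mRNA at 16 days stands beside the paper's qRT-PCR at earlier ages (Fig 4A), which was not analysed here.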
